# Identification of six hub genes and two key pathways in two rat renal fibrosis models based on bioinformatics and RNA-seq transcriptome analyses

**DOI:** 10.3389/fmolb.2022.1035772

**Published:** 2022-11-09

**Authors:** Yueqin Cai, Jingan Chen, Jingyan Liu, Keyan Zhu, Zhixing Xu, Jianan Shen, Dejun Wang, Lisheng Chu

**Keywords:** renal fibrosis, RNA-seq, molecular mechanism, hub targets, drug prediction

## Abstract

Renal fibrosis (RF) is the common pathological manifestation and central treatment target of multiple chronic kidney diseases with high morbidity and mortality. Currently, the molecular mechanisms underlying RF remain poorly understood, and exploration of RF-related hub targets and pathways is urgently needed. In this study, two classical RF rat models (adenine and UUO) were established and evaluated by HE, Masson and immunohistochemical staining. To clear molecular mechanisms of RF, differentially expressed genes (DEGs) were identified using RNA-Seq analysis, hub targets and pathways were screened by bioinformatics (functional enrichment analyses, PPI network, and co-expression analysis), the screening results were verified by qRT-PCR, and potential drugs of RF were predicted by network pharmacology and molecular docking. The results illustrated that renal structures were severely damaged and fibrotic in adenine- and UUO-induced models, as evidenced by collagen deposition, enhanced expressions of biomarkers (TGF-β1 and α-SMA), reduction of E-cadherin biomarker, and severe renal function changes (significantly decreased UTP, CREA, Ccr, and ALB levels and increased UUN and BUN levels), etc. 1189 and 1253 RF-related DEGs were screened in the adenine and UUO models, respectively. Two key pathways (AGE-RAGE and NOD-like receptor) and their hub targets (Tgfb1, Col1a1, Nlrc4, Casp4, Trpm2, and Il18) were identified by PPI networks, co-expressed relationships, and qRT-PCR verification. Furthermore, various reported herbal ingredients (curcumin, resveratrol, honokiol, etc.) were considered as important drug candidates due to the strong binding affinity with these hub targets. Overall, this study mainly identified two key RF-related pathways (AGE-RAGE and NOD-like receptor), screened hub targets (Tgfb1, Col1a1, Nlrc4, Casp4, Trpm2, and Il18) that involved inflammation, ECM formation, myofibroblasts generation, and pyroptosis, etc., and provided referable drug candidates (curcumin, resveratrol, honokiol, etc.) in basic research and clinical treatment of RF.

## Introduction

Renal fibrosis (RF), associated with excessive accumulation of extracellular matrix (ECM) proteins and myofibroblasts, is a common consequence of various progressive kidney diseases and also the principal process of chronic kidney disease (CKD) to end-stage renal disease (Humphreys, 2018; Nastase et al., 2018). CKD is mainly caused by hypertension, diabetes, chronic pyelonephritis, autoimmune diseases, prolonged acute renal disease (Ammirati, 2020), and has been considered a serious public health problem with a global prevalence of 13.4% (11.7–15.1%) (Lv and Zhang, 2019). With such high morbidity of CKD, the risk of RF has been increasing and long-term RF causes irreversible damage to renal structure and function, resulting in increased mortality in patients with CKD and a great burden on society (Nogueira et al., 2017; Zhao et al., 2020). Studies have shown that the formation of RF exists as a complicated pathological mechanism involving inflammation, oxidative stress, apoptosis (Rayego-Mateos and Valdivielso, 2020). When the kidney injury occurs, inflammatory cells are rapidly recruited and release lots of profibrotic mediators (TNF-α, IL-6, and IL-1β, etc.), tubular epithelial cells and fibroblasts have to accumulate myofibroblasts and excessively product ECMs (collagens, fibronectin, proteoglycans, laminin, and endothelin), which finally cause glomerulosclerosis and tubular atrophy of RF (Liu, 2011; Meng, 2019). Nowadays, RF has joined the scientist’s attention and it is an urgent and unmet clinical need to understand the molecular pathogenesis of renal fibrosis.

Recently, the majority of molecular studies of RF are mainly concentrated in some common drug therapeutic targets (TGF-β1, CTGF, NOX4 and Smad3, etc.), as well as well-established RF-related pathways (HIF, TGF-β/Smad, PI3K-Akt and NF-κB pathways, etc.) (Liu, 2011; Liu et al., 2017; Rayego-Mateos and Valdivielso, 2020). For instance, TGF-β1 was recognized as a key fibrotic disease causative factor in RF progression, its specific up-regulation can induce the synthesis of ECM (collagens, proteoglycans, and glycoproteins) by activation of TGF-β/Smad pathway (Okuda et al., 1990; Hu et al., 2018). So far, though, the molecular mechanisms implicated in RF are still poorly understood, hence, it is of great importance to investigate more potential pathophysiological molecular mechanisms underlying the usual development of RF. To study the biopathology of RF, animal models are required. According to previous studies, the chemical toxicity of drugs and obstructive mechanical damage cause genetic alterations in the kidney, supporting the exploring of molecular and cellular mechanisms in RF pathogenesis. Unilateral ureteral obstruction (UUO) and adenine-induced chronic renal failure (ACRF) are two classic RF models that can respectively represent obstructive nephropathy and pharmacotoxic nephropathy (Kashioulis et al., 2018; Martínez-Klimova et al., 2019). These two animal models of RF have good reproducibility and have widely used in basic research of RF currently, and yet, their molecular mechanisms of RF at genomic levels need to be further investigated.

Therefore, in this study, the adenine- and UUO-induced rat models of RF were established and their pathological changes were observed by hematoxylin-eosin (HE), immunohistochemical and Masson staining, differentially expressed genes (DEGs) were identified using RNA-Seq transcriptome analyses, and the protein-protein interaction (PPI) network, gene co-expression correlation analysis, Gene Ontology (GO) functions and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of DEGs were further analyzed, the DEGs were verified by quantitative reverse transcription-polymerase chain reaction (qRT-PCR) and potential drug prediction of DEGs were performed by network pharmacology analysis and molecular docking, which might further increase a deeper understanding of potential molecular mechanisms of RF and offer more novel therapeutic targets, pathways and drug candidates against RF. All operation workflow were shown in Figure 1.

**FIGURE 1:**
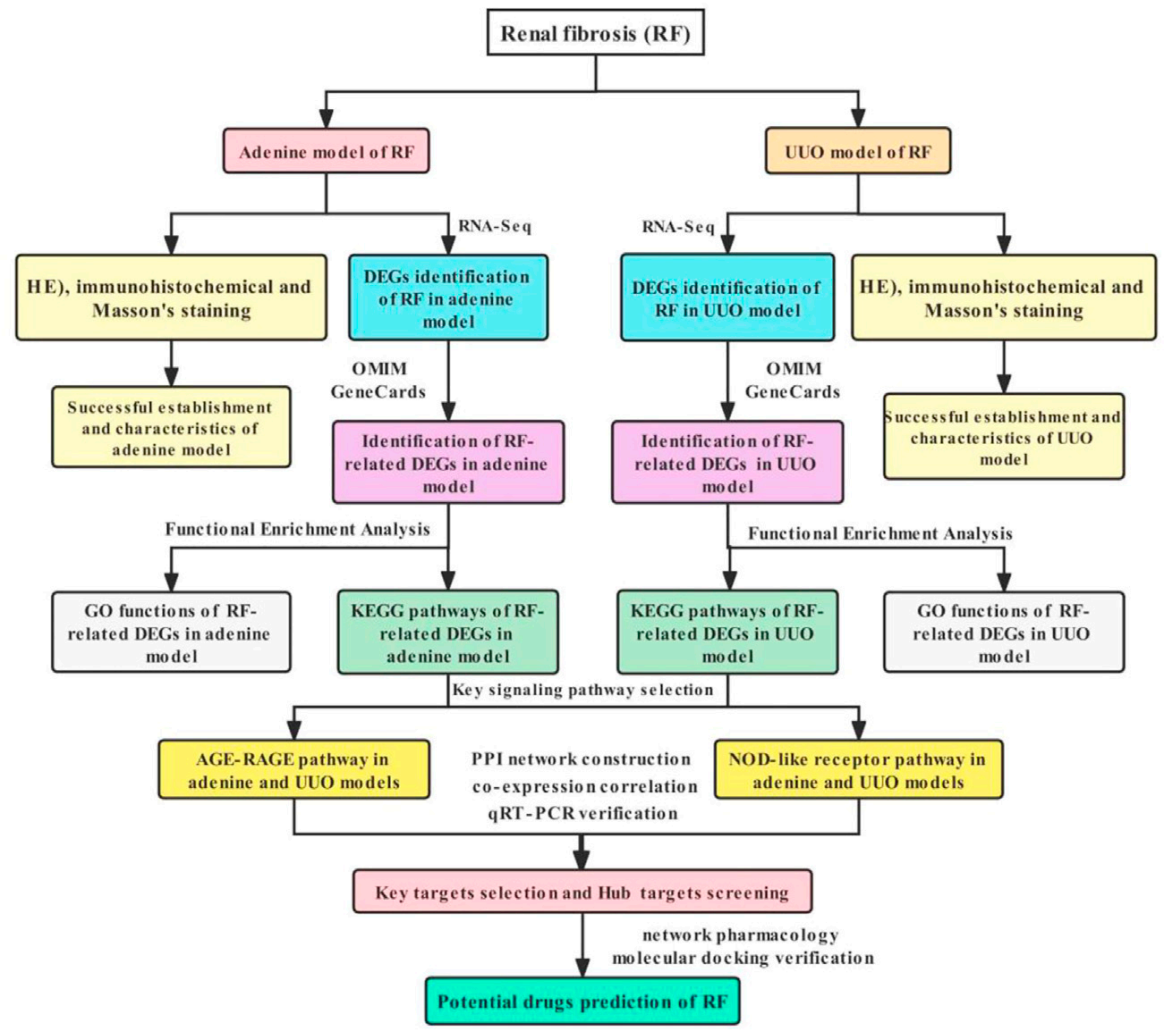
Workflow of exploring molecular mechanisms of RF based on RNA-Seq, bioinformatics, network pharmacology and molecular docking methods, including the adenine and UUO models.

## Materials and methods

### Animal experimentation

60 Male SD rats (180–200 g, 8 weeks old) were purchased from SLAC Laboratory Animal Co. Ltd (Certificate No: SCXK (Shanghai) 2017-0005) and housed under standard environmental conditions (22 ± 2°C, 55–60% relative humidity, and 12 h light/ 12 h dark cycle) with free access to tap water and food in SPF grade animal room. All rats were kept for 7 days for proper acclimatization. Great care was taken to minimize their suffering and this study was approved by the Animal Ethics Committee of Zhejiang Chinese Medical University (Animal Ethics No: 20190902-04).

In this study, adenine (chemical) and UUO (surgical) models were established to investigate potential molecular mechanisms of RF as comprehensively as possible. In the establishment of the adenine model, 20 SD rats were randomized to adenine (*n* = 10, model) and control (*n* = 10, control) groups. During the experiments, 2.2 g adenine powder (Sigma-Aldrich, WXBC9818v, United States) was dissolved in 100 ml saline to prepare 2.2% adenine suspension. Rats in the adenine group were intragastrically administered with 220 mg/kg per day for 3 weeks. And in the control group, SD rats were given normal saline per day for 3 weeks. In the establishment of UUO model, 20 SD rats were randomly divided into UUO (n = 10, model) and sham (*n* = 10, control) groups. In the UUO group, with isoflurane anesthesia, UUO surgery was carried out and followed these steps: 1) the incision was made in the left abdominal cavity and the left ureter was exposed, 2) ligation of proximal and distal segments of the left ureter with 4–0 silk thread at both ends. 3) the ligated ureter was laid back in place and wounds were sutured. In the sham group, sham-operated rats were manipulated similarly, but their ureters were not ligated. After the operation, rats in two groups were fed with the conventional diet for 2 weeks. To observe renal function, 24-h metabolic changes of blood and urine of SD rats in the sham, UUO, control, and adenine groups were detected by HITACHI Automatic Aralyzer (Hitachi Limited, 3100, Japan), including urea total protein (UTP), urine urea nitrogen (UUN), urine creatinine (CREA), creatinine clearance (Ccr), serum albumin (ALB), blood urea nitrogen (BUN), and serum creatinine (Scr). At the end of the experiment, all SD rats were euthanized to collect their renal tissues for further experiments.

### Histopathology and immunohistochemistry

To evaluate the characteristics of the adenine and UUO models, hematoxylin and eosin (HE), Masson, and immunohistochemical staining were performed. Firstly, renal tissues fixed in 4% formalin were embedded in paraffin and then cut into 4 μm-thick sections. Then, in HE staining, sections were stained with hematoxylin and eosin using ST5010 Autostainer (Leica, Wetzlar, Germany). In Masson staining, sections were stained by Masson Stain Kit (G1340, Solarbio, China). In immunohistochemical staining, tissue sections were blocked with serum and incubated overnight at 4°C using the following primary antibodies: alpha-smooth muscle actin (α-SMA, 1: 50 dilution, ab5694, abcam, Cambridge, United Kingdom), E-cadherin (1: 50 dilution, ab1416, abcam, Cambridge, United Kingdom), and transforming growth factor-beta1 (TGF-β1, 1: 50 dilution, ab215715, abcam, Cambridge, United Kingdom). After primary antibody incubation, sections were incubated with a biotinylated secondary antibody (horseradish peroxidase, 1: 100 dilution) for 1 h at room temperature and then stained with 3,3′-diaminobenzidine tetrahydrochloride (DAB). Fourthly, all sections in HE, Masson, and immunohistochemical staining were photographed by a Nikon Eclipse 80i microscope (Nikon, Tokyo, Japan). Finally, quantitative analyses of Masson staining (collagen deposition) and immunohistochemistry (α-SMA, E-cadherin, and TGF-β1 staining density) were performed using Image-J software (Version 1.49, National Institutes of Health, Bethesda, United States) and the Image-Pro Plus software (Version 6.0, Media Cybernetics, Silver Spring, United States), respectively.

### RNA sequencing analysis

To explore potential molecular mechanisms of RF, RNA-seq analyses of the adenine and UUO models were performed. Firstly, three individual renal tissues of rats in the control, adenine, sham, and UUO groups were randomly selected to extract total RNAs using Trizol reagent (Invitrogen, Carlsbad, CA, United States), respectively. Then, the total RNA amount and purity of each sample was quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, United States). The RNA integrity was assessed by Bioanalyzer 2100 (Agilent, CA, United States) with RIN number >7.0, and confirmed by electrophoresis with denaturing agarose gel. Poly (A) RNA was purified from 1 μg total RNA using Dynabeads Oligo (dT) 25-61005 (Thermo Fisher, CA, United States) and fragmented into small pieces using Magnesium RNA Fragmentation Module (NEB, cat. e6150, United States). Then the cleaved RNA fragments were reverse-transcribed to create the cDNA by SuperScript™ II Reverse Transcriptase (Invitrogen, cat. 1896649, United States). The average insert size for the final cDNA library was 300 ± 50 bp. At last, DNA sequencing from the cDNA library was performed on an Illumina Novaseq™ 6000 (LC-Bio Technology CO., Ltd., Hangzhou, China) following the vendor’s recommended protocol.

### Data preprocessing and identification of DEGs

To identify DEGs of RF, the raw data from RNA-seq results in the adenine and UUO models were normalized and summarized to obtain clean reads. After removing the low-quality bases and undetermined bases, the reads were mapped and merged to reconstruct the comprehensive transcriptomes. After the final transcriptome was generated, the expression levels of all transcripts were estimated and gene expression levels were performed by calculating FPKM. The levels of each gene expression difference (fold change, FC) were calculated and compared with a false discovery rate (FDR) correction by using the “DESeq2″ package of R software (Version 4.1.1, Lucent Technologies, Bell Laboratories, New Jersey, United States). The genes conforming to |log2 FC| ≥ 2 and FDR value <0.05 were defined as DEGs and visualized by volcano plot and heatmap through “ggplot2″ package of R software (Version 4.1.1, Lucent Technologies, Bell Laboratories, New Jersey, United States).

### Identification of RF-related DEGs

To screen RF-related DEGs in the adenine and UUO models, RF-related genes were collected from the GeneCards (https://www.genecards.org/) and OMIM (https://omim.org/) databases. Then, DEGs in the adenine and UUO models were respectively intersected with RF-related genes to obtain their RF-related DEGs using the “VennDiagram” package of R software (Version 4.1.1, Lucent Technologies, Bell Laboratories, New Jersey, United States).

### Functional enrichment analysis

To further explore the underlying molecular mechanisms of RF, the biological functions and pathways of RF-related DEGs were analyzed. In biological functions, the gene ontology (GO) function of RF-related DEGs was analyzed using by the “org.Hs.eg.db”, “clusterProfiler,” “ggplot2″ and “enrichplot” packages of R software (Version 4.1.1, Lucent Technologies, Bell Laboratories, New Jersey, United States), including analyses of cellular component (CC), molecular function (MF), and biological process (BP). In pathways, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of RF-related DEGs were performed through the Metascape website (https://metascape.org/).

### Protein-protein interaction network construction and gene co-expression correlation analysis

To explore protein interaction and gene co-expression relationships among RF-related DEGs, PPI network and gene expression correlation analyses were performed. Firstly, PPI networks of RF-related DEGs in the adenine and UUO models were constructed using the STRING database (https://string-db.org/). The organism species was set as “Rattus norvegicus” with a correlation degree set as ≥ 0.40. Then, PPI networks were visualized by Cytoscape 3.8.2 software (Shannon et al., 2003). Moreover, in gene co-expression correlation analysis, the correlation plot was analyzed based on the Pearson correlation test in the ‘corrplot’ package of R software (Version 4.1.1, Lucent Technologies, Bell Laboratories, New Jersey, United States).

### Quantitative real-time PCR

To preliminarily verify the data of RNA-sequencing, a total of 24 renal samples (six samples in each group) from control, adenine, sham, and UUO groups were selected for qRT-PCR analysis, respectively. Firstly, total RNA was extracted from the renal sample by TRIzol reagents (Invitrogen, Carlsbad, CA, United States) following the manufacturer’s instructions. Then, reverse transcription of RNA to cDNA was performed with SuperScript™ IV Reverse Transcriptase reagents (ThermoFisher Scientific Inc, Waltham, MA, United States). Finally, cDNA was amplified by Applied Biosystems Step One Plus Real-Time PCR System (Thermo Fisher Scientific, Inc., MA, United States) following these procedures: a holding stage (95°C in one cycle of 30 s), a cycling stage (95°C in 40 cycles of 5 s and 60°C in 40 cycles of 30 s), and a melting curve stage (start at 55°C, increase by 0.5°C every 30 s until 95°C). All primer sequences were shown in Supplementary Table S1 and mRNA levels were calculated by the 2^−ΔΔCT^ method. Moreover, to ensure the accuracy of PCR validation, deviation plot of RF-related DEGs in RNA-seq was produced using the “ggpubr” package of R software (Version 4.1.1, Lucent Technologies, Bell Laboratories, New Jersey, United States).

### Drug prediction of RF-related DEGs

To offer drug candidates for the treatment of RF, drug prediction of RF-related DEGs were performed by network pharmacological analysis. Firstly, small molecule drugs and active ingredients of traditional Chinese medicine were collected from Drugbank (https://www.drugbank.ca/) and HERB (http://herb.ac.cn/) databases, respectively. Then, the “Disease-pathway-gene-drug” interaction network was constructed and visualized using Cytoscape 3.8.2 software (Shannon et al., 2003).

### Molecular docking analysis

To investigate the interaction and binding activities of targets with predicted drugs, molecular docking analysis was performed. All protein 3D structures of targets were downloaded from the PDB database (http://www.rcsb.org) and the ligand files of predicted drugs were obtained from the PubChem platform (http://pubchem.ncbi.nlm.nih.gov/), including Tgfb1 (PDB ID: 1KLA), Trpm2 (PDB ID: 6PUS), Trpv2 (PDB ID: 6U84), Agt (PDB ID: 5F9S), Nlrp3 (PDB ID: 7ALV), Il18 (PDB ID: 3WO2), Mapk10 (PDB ID: 3OY1), and Casp4 (PDB ID: 6NRY). After the optimization of the protein structure and small molecule ligands, molecular docking was completed by Autodock Vina 1.2.0 software (Eberhardt et al., 2021) and the binding effects were analyzed by Discovery studio visualizer software (Version 2020; BIOVIA, United States), including the docking conformation, binding energy, and intermolecular interactions (such as hydrophobicity, π-π stacking, hydrogen bonding, etc.).

### Statistical analysis

Statistical analyses were performed by SPSS software (Version 26.0, SPSS, Chicago, United States). One-way ANOVA test with least-significant difference (LSD) method was performed among three or more groups and all data were given as mean values ±standard deviation (SD). The results of *p* < 0.05 were considered statistically significant. Boxplots were produced by OriginPro Software (Version 2021; OriginLab, Northampton, MA, United States) and every point represented one sample.

## Results

### Functional, pathological and immunohistochemical characteristics of renal tissues in the adenine and UUO models

As shown in Figure 2A, renal function indices were significantly changed in the adenine group compared with the control group (*p* < 0.05 or *p* < 0.01 vs. control level), including downregulation of UTP, CREA, Ccr, and ALB levels and upregulation of UUN, BUN and Scr levels. In Figure 2B, renal function indices were significantly changed in the UUO group compared with the sham group (*p* < 0.05 or *p* < 0.01 vs. sham level), including downregulation of UTP, CREA, Ccr, and ALB levels and upregulation of UUN and BUN levels. In Figure 2C, renal morphology in the control group and sham group exhibited normal glomeruli, tubules, and interstitial tissues, in contrast, that in the adenine group and UUO group demonstrated tubular and glomerular atrophy, multifocal interstitial fibrosis, and lumen dilation. In Figure 2C, collagen deposition in the adenine group and UUO group was significantly higher than that in the control group (*p* < 0.05 vs. control level) and sham group (*p* < 0.05 vs. sham level), respectively. In Figure 2D, the protein expressions of TGF-β1 and α-SMA in the adenine group and UUO group were significantly higher than those in the control group (*p* < 0.05 vs. control level) and sham group (*p* < 0.05 vs. sham level). The protein expression of E-cadherin in the adenine group and UUO group was significantly lower than that in the control group (*p* < 0.05 vs. control level) and sham group (*p* < 0.05 vs. sham level). These findings suggested the successful establishment of two RF models (adenine and UUO).

**FIGURE 2:**
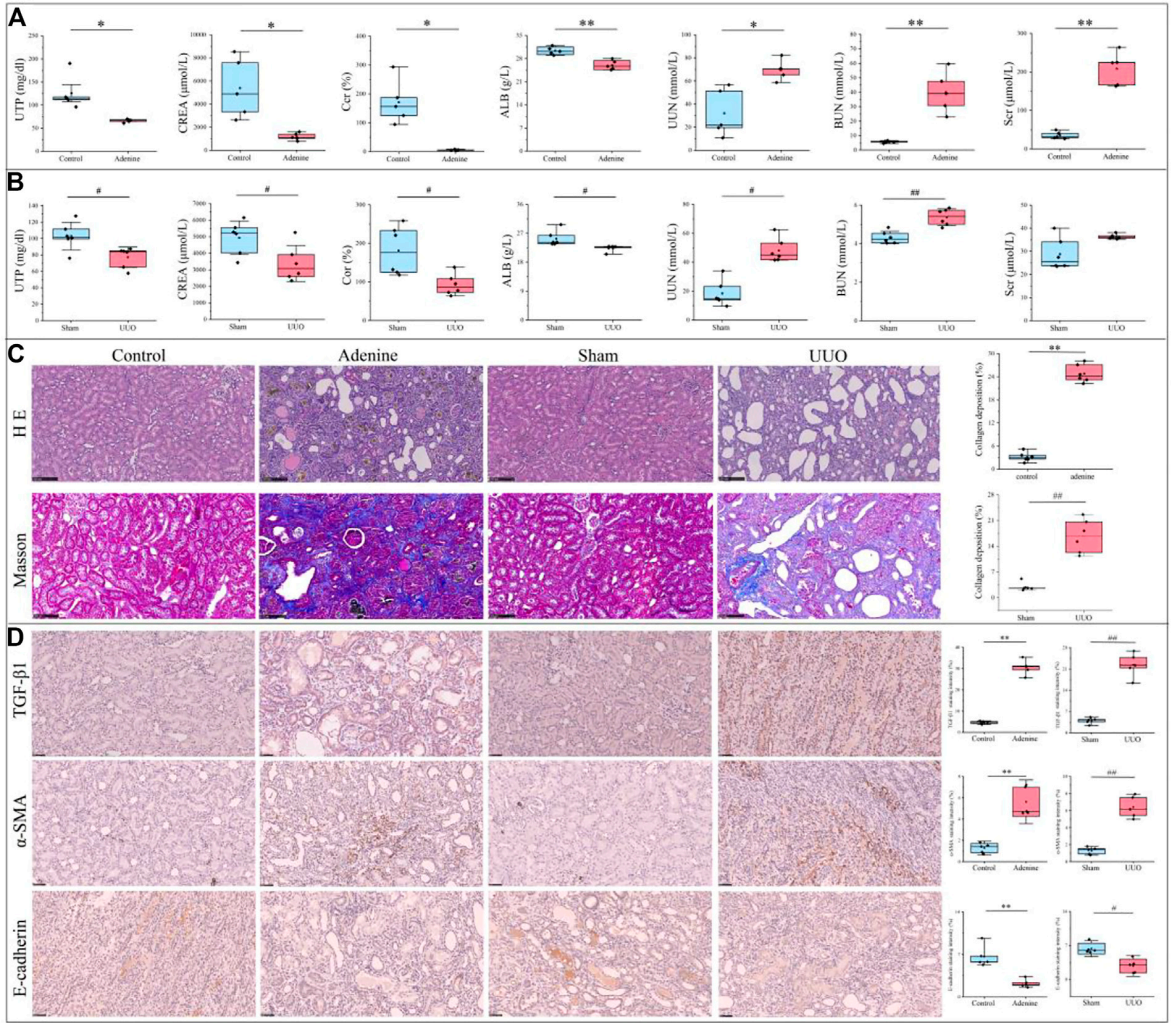
Renal function parameters, pathological characterization and immunohistochemical changes of RF-related adenine and UUO models. **(A)** Renal function parameters of rats in the control and adenine groups. **(B)** Renal function parameters of rats in the sham and UUO groups. **(C)** HE staining (200×), Masson staining (200×). and collagen deposition in the control, adenine, sham, and UUO groups. **(D)** Immunohistochemical staining (400×) and staining intensity of TGF-β, α-SMA, and E-cadherin in the control, adenine, sham, and UUO groups. All data showed mean ± SD, ^*^ *p* < 0.05 and ^**^ *p* < 0.01 compared to the control group, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 compared to the sham group.

### Identification of RF-related DEGs in the adenine and UUO models

As shown in Figure 3A and Supplementary Table S2, according to the cutoff criteria of |log2 FC| > 2 and FDR <0.05, 2928 DEGs (2011 upregulated and 917 downregulated genes) in the adenine model and 2714 DEGs (2089 upregulated and 625 downregulated genes) in the UUO model were identified. 

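RNA was sequenced from kidneys of 12 rats, 3 in each of the control, adenine, sham and UUO groups. Rats of the adenine group had received adenine by gavage at 220 mg/kg per day for 3 weeks, and kidneys of the UUO group were taken 2 weeks after ligation of the left ureter. The authors deposited gene expression levels as FPKM, the number of fragments scaled by transcript length and by the number of mapped fragments, in one table for the control and adenine groups and another for the sham and UUO groups. By the methods, low-quality and undetermined bases had been removed and the reads mapped and merged to reconstruct transcriptomes before FPKM was calculated. The paper's text names no aligner, genome build or annotation, so genes are identified by symbol alone. The table of the control and adenine groups had 22132 entries and a lowest FPKM of 0, and that of the sham and UUO groups had 32623 entries and a lowest FPKM of 0.0001. FPKM values carry no read counts, so the number of reads behind each value is unknown. Relative depth was sought from genes with low FPKM in the first sample of a table and in another. In the sham and UUO table a common ratio was shared by 2.14% to 6.15% of these genes, and in the other table by 0.482% to 1.12%, too few to give the depth of the samples. FPKM summed to between 564972 and 582725 in control samples and between 468389 and 487770 in adenine samples, and the 10 highest genes held 28.3% to 31.7% and 16.5% to 18.9% of these sums. The sums were 619664 to 630244 in sham samples and 528811 to 539011 in UUO samples, of which the 10 highest genes held 28.1% to 31.8% and 11.7% to 12.8%. Each table was tested by itself with limma, a linear model for each gene with variances moderated across genes along their trend with expression, on log2(FPKM + 0.1). Genes with FPKM of at least 0.5 in at least 3 of the 6 samples were tested. Log2 fold changes and standard errors (SE) come from this model, and p values were adjusted by the Benjamini-Hochberg method over all tested genes of a table. The added 0.1 brings the log2 fold change of a gene with low FPKM nearer to 0. A DEG had an adjusted p under 0.05 and an absolute log2 fold change of at least 2. For a single gene, a two-sided exact permutation test of 3 samples against 3 cannot give a p below 0.1, which is reached when all 3 samples of one group lie above all 3 of the other.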

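In the adenine model, 2360 of the 15029 tested genes were DEGs, 1604 of them upregulated and 756 downregulated. In the UUO model, 2613 of 15043 tested genes were DEGs, with 1980 upregulated and 633 downregulated. Entries were counted, and 116 and 137 of these DEGs had a symbol listed more than once. All 3 samples of one group lay above all 3 of the other for 68% of all tested genes in the adenine model and 75.7% in the UUO model, where chance alone would part the groups for 10% of genes. This was counted on unscaled FPKM, so an offset in scale shared by the genes of a group could raise these shares. With each sample left out in turn, there were between 2264 and 2444 DEGs in the adenine model and between 2534 and 2690 in the UUO model, and 1928 and 2212 of the DEGs passed both thresholds in each of the 6 fits of their model. A pseudocount of 1 moved the number of DEGs most among the settings that kept both thresholds, to 1320 and 1465. The median log2 fold change of all tested genes was 0.30 in the adenine model and 0.62 in the UUO model. Median-of-ratios scaling, which divides each sample by its median ratio to the geometric mean over samples, brought these medians to 0.014 and 0.030. It gave 1311 upregulated and 957 downregulated DEGs in the adenine model and 1248 and 955 in the UUO model. The upregulated share was then 57.8% in place of 68% in the adenine model and 56.7% in place of 75.8% in the UUO model. With FPKM rescaled to the same sum it was 76.3% and 81.5%.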

In Figure 3B, the top 100 DEGs in the adenine model were obtained, including Tgfb1, Trpv2, A2m, and Trpv6, etc. 

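Of the genes named in the adenine heatmap of Fig. 3B, 99 were tested and listed once, and all 99 were DEGs by limma, 79 upregulated and 20 downregulated. FPKM of Tgfb1 was 7.68, 8.85 and 8.30 in the control samples and 121, 90.1 and 102 in the adenine samples. FPKM of Trpv2, a gene for a cation channel, was 0.885 ± 0.0938 (SD, n = 3) in the control group and 49.5 ± 14 in the adenine group, a log2 fold change of 5.61 (SE 0.24, limma adjusted p = 2.55e-05). For A2m, which encodes alpha-2-macroglobulin, FPKM was 0.00549, 0.0105 and 0.00896 in the control samples and 36.5 ± 14.9 (SD, n = 3) in the adenine group, with a log2 fold change of 8.32 (SE 0.31, limma adjusted p = 2.38e-05). This value depended on the pseudocount, and the log2 ratio of the mean FPKM of A2m was 12.10. FPKM of Trpv6, a gene for a calcium channel, was 0.289 ± 0.143 in the control group and 18.6 ± 2.29 in the adenine group, a log2 fold change of 5.66 (SE 0.32, limma adjusted p = 4.32e-05). The DEGs with the largest rise included Gpnmb, Mmp7, Mmp12 and Slamf6. FPKM of Gpnmb was 1.29 ± 0.379 in the control group and 1446 ± 187 in the adenine group. Mmp7 was listed at 0 in all 3 control samples and at 57.1 ± 17.1 in the adenine group. The log2 fold change was 10.04 for Gpnmb, 8.94 for Mmp12 and 8.57 for Slamf6. The DEGs with the largest fall were Kap, Slc7a13, Slco1a6, Slco1a1 and LOC361914, with log2 fold changes of -10.90, -9.75, -9.68, -9.16 and -9.05. FPKM of Kap in the adenine samples ranged widely, at 0.587, 72.4 and 2.17.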

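Among the genes named in the UUO heatmap, 99 were tested and listed once, and all 99 were DEGs by limma, 15 upregulated and 84 downregulated. FPKM of Egf, which encodes epidermal growth factor, was 162.9 ± 25.9 (SD, n = 3) in the sham group and 0.707 ± 0.448 in the UUO group, a log2 fold change of -7.78 (SE 0.36, limma adjusted p = 1.42e-05). For Slc16a4, which encodes a carrier of the monocarboxylate transporter family, FPKM was 116 ± 2.28 in the sham group and 4.81 ± 1.48 in the UUO group, with a log2 fold change of -4.61 (SE 0.22, limma adjusted p = 1.52e-05). Slc22a2, which encodes an organic cation transporter, had an FPKM of 511 ± 83.5 in the sham group and 12.5 ± 0.922 in the UUO group, a log2 fold change of -5.33 (SE 0.13, limma adjusted p = 4.71e-06). Slc16a10, which encodes an amino acid carrier, had an FPKM of 5.38 ± 0.358 in the sham group and 2.27 ± 0.449 in the UUO group. Its log2 fold change of -1.23 (SE 0.19, limma adjusted p = 0.00114) did not reach the fold-change threshold under any of the 17 settings tried, although all 3 UUO samples lay below all 3 sham samples. The DEGs with the largest rise were Mmp7, Il19, Krt15, LOC108348080 and Krt14. Of these, Mmp7 had a log2 fold change of 8.38, Krt15 of 8.08 and Krt14 of 7.56. Il19 and LOC108348080 were listed at the lowest value, 0.0001, in all 3 sham samples and at 29.3 ± 7.30 and 25.5 ± 2.06 FPKM in the UUO group. LOC108348080 was listed at 8.97 ± 2.03 FPKM in control kidneys. The DEGs with the largest fall were LOC361914, Slc7a13, AABR07001025, Cacng5 and Dhrs7l1, with log2 fold changes of -8.18, -8.18, -8.09, -7.95 and -7.85.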

And the top 100 DEGs in the UUO model were shown in the heatmap (Figure 3B), including Egf, Slc16a4, Slc22a2, and Slc16a10, etc. 

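The paper's supplementary tables give RF-related DEGs by human symbol, and the symbols legible there were matched to the rat symbols of the deposited tables without regard to case. This gave 1047 genes for the adenine model and 1116 for the UUO model. Of the 885 that were tested and listed once in the control and adenine groups, 829 were DEGs by limma, 634 upregulated and 195 downregulated. Of 1047 tested in the sham and UUO groups, 994 were DEGs, 802 upregulated and 192 downregulated. Adjusting p over these lists alone gave 831 and 996 DEGs. The lists are the paper's own calls on the same samples. Their median log2 fold change was 2.54 in the adenine model and 2.57 in the UUO model. With median-of-ratios scaling, 738 and 725 of the listed genes were DEGs.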

In Figure 3C, the overlap between DEGs in the adenine model and RF-related genes dataset contained 1189 RF-related DEGs, and the overlap between DEGs in the UUO model and RF-related genes dataset contained 1253 RF-related DEGs. Detailed information of DEGs in the adenine and UUO models was provided in Supplementary Table S2.

**FIGURE 3:**
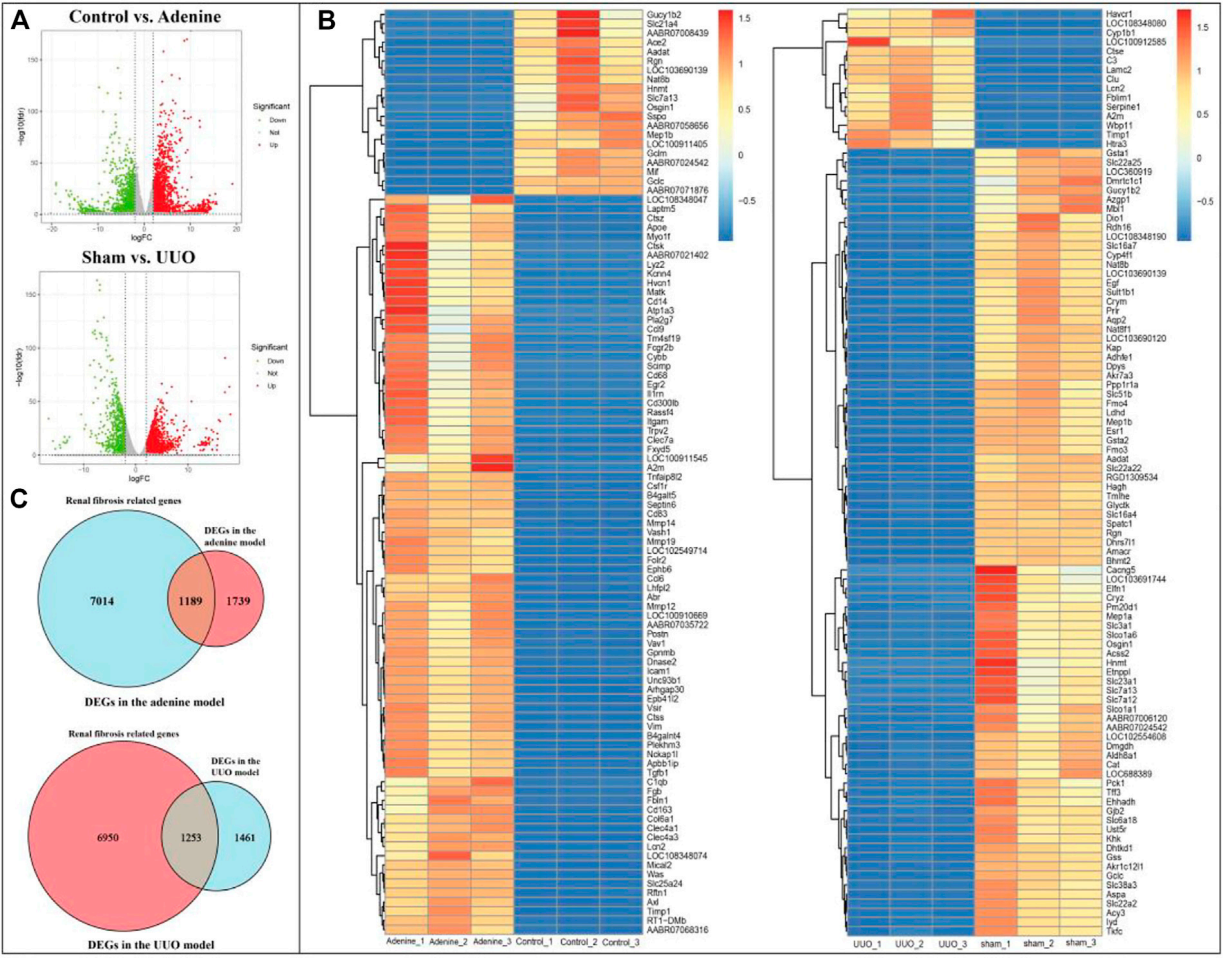
DEGs of RF in adenine and UUO models. **(A)** Volcanic maps showed DEGs in the adenine and UUO models, respectively. Red represented high expressed genes, green represented low expressed genes, and gray represented no different genes. **(B)** Heatmaps showed the top 100 DEGs with FDR value <0.05 in the adenine and UUO models, respectively. Red areas represented highly expressed genes and blue areas represented lowly expressed genes. **(C)** Venn diagram showed the intersection genes between RF-related genes and DEGs in the adenine and UUO models.

### Functional enrichment analyses of RF-related DEGs in the adenine and UUO models

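Both tables listed 13486 gene symbols once each and with enough expression to be tested in both models. Of these, 1984 were DEGs in the adenine model and 2222 in the UUO model, and 1449 were DEGs in both with the same direction, 1025 upregulated and 424 downregulated. LOC103690068 and AABR07049503 were the 2 DEGs with opposite directions. The log2 fold change of LOC103690068 was 3.00 in the adenine model and -6.21 in the UUO model, and that of AABR07049503 was 2.11 and -3.34. AABR07049503 was a DEG of the adenine model under 10 of 17 settings, and not with a pseudocount of 1, median-of-ratios scaling or quantile normalization or in 4 of the fits that left out a sample. Across genes, the log2 fold changes of the models had a Pearson correlation of 0.834 and a Spearman correlation of 0.788, and genes are not independent replicates. The difference between the models was tested gene by gene from both log2 fold changes and their standard errors. The log2 fold changes of 389 genes differed by at least 2 with an adjusted p under 0.05 from this test, of which 144 had the higher value in the adenine model and 245 in the UUO model. A further comparison concerned the 1304 genes that were a DEG in a single model, and for 1090 of them the difference between the models did not pass this test. A pseudocount of 1 moved the number of shared DEGs most among settings with both thresholds, to 816.

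**Figure D1:**
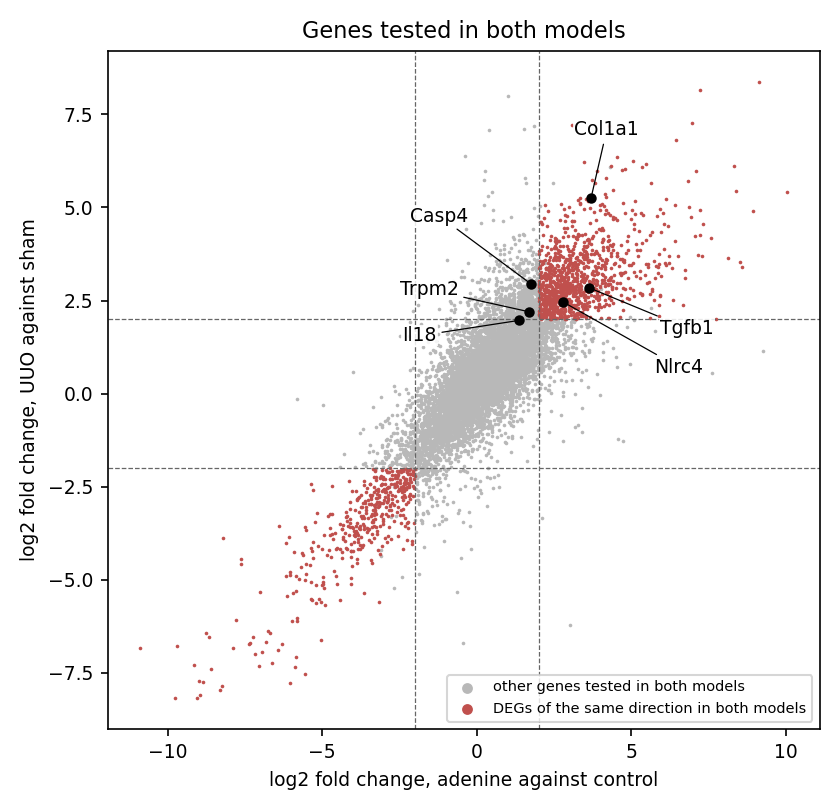
Log2 fold change of the 13486 genes tested in both models, in the adenine model against control on the x axis and in the UUO model against sham on the y axis. Each point is a gene, and the 1449 DEGs shared by both models lie in the upper right and lower left.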

As shown in Figures 4A, 5A, RF-related DEGs in the adenine and UUO models shared similar GO functions. 

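Under extracellular matrix organization, the paper's supplementary table for the adenine model lists 64 genes, all of them tested, and all 64 were DEGs by limma with 61 upregulated. For the UUO model, 64 of 66 listed genes were tested and listed once, and 63 were DEGs with 59 upregulated. The median log2 fold change of these genes was 3.60 in the adenine model and 3.13 in the UUO model. The listed genes are DEGs that the paper called on these samples, so high counts and medians follow from how they were chosen. The counts of DEGs were the same for external encapsulating structure organization. For positive regulation of cell adhesion, 67 of 68 tested genes were DEGs in the adenine model and 60 of 66 in the UUO model, with 64 and 57 upregulated. Each of these counts was the same when p was adjusted over the term's genes alone. Under median-of-ratios scaling, 58 and 51 of the extracellular matrix organization genes were DEGs, and 60 and 47 of the cell adhesion genes. With quantile normalization these were 62 and 48, and 54 and 33.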

Among them, the biological process module revealed that the RF-related DEGs were mainly enriched in external encapsulating structure organization, extracellular matrix organization, and positive regulation of cell adhesion, etc. The cellular component module showed that the RF-related DEGs were mainly involved in collagen−containing extracellular matrix, membrane raft, and external side of plasma membrane, etc. 

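Among genes for collagen chains, found by their symbols, 31 were tested in the adenine model and 17 were DEGs, 15 upregulated and 2 downregulated. The downregulated genes were Col11a2 and Col4a3, and Col11a2 is named after its values were seen. In the UUO model 32 were tested and 22 were DEGs, 21 upregulated and 1, Col4a3, downregulated. The median log2 fold change of the collagen genes was 1.94 in the adenine model and 3.10 in the UUO model. It was above 0 for 25 of 31 and 27 of 32 genes, and with median-of-ratios scaling for 22 and 25 of them. The lists were not taken from the paper, and adjusting p over the collagen genes alone left 17 and 22 DEGs.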

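Chemokine ligands, found by their symbols, act through receptors on other cells. Of 29 tested chemokine ligand genes, 17 were upregulated DEGs in the adenine model and 22 in the UUO model, and no downregulated DEG was found among them, whether p was adjusted over all genes or over these alone. The log2 fold changes ranged from -1.37 to 7.60 with a median of 2.46 in the adenine model, and from -1.31 to 5.22 with a median of 2.82 in the UUO model. Values above 0 were found for 22 and 26 of the 29 genes, and with median-of-ratios scaling for 21 and 25.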

The molecular function module indicated that the RF-related DEGs were mainly associated with receptor ligand activity, extracellular matrix structural constituent, and collagen binding, etc. 

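Receptor and matrix gene families were counted by symbol. Toll-like receptor genes with enough expression to be tested numbered 9 in the adenine model and 10 in the UUO model, and 5 were upregulated DEGs in each. These were Tlr2, Tlr4, Tlr5, Tlr7 and Tlr8 in the adenine model and Tlr2, Tlr4, Tlr7, Tlr8 and Tlr11 in the UUO model, named after their values were seen. Tlr5 had a log2 fold change of 1.97 in the UUO model. Of 24 tested integrin genes, which encode receptors for the extracellular matrix, 11 were DEGs in the adenine model, all upregulated. In the UUO model 12 were DEGs, of which Itga2b was downregulated with a log2 fold change of -2.12. Of 10 tested laminin genes, which encode chains of matrix proteins bound by integrins, 3 were upregulated DEGs in the adenine model, among them Lamb3 and Lama1. In the UUO model 5 were upregulated DEGs, among them Lamb3, Lama2, Lama4 and Lamc3. Itga2b and the laminin genes are also named after their values were seen. With median-of-ratios scaling, 9 and 10 integrin genes and 3 laminin genes in each model were DEGs, and 1 of the 9 and 1 of the 10 integrin genes were downregulated.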

In Figures 4B, 5B, RF-related DEGs in the adenine and UUO models also shared similar KEGG pathways, including ECM-receptor interaction, NOD-like receptor pathway, AGE-RAGE pathway in diabetic complications, and Toll-like receptor pathway, etc. Detailed information of the GO and KEGG analyses was provided in Supplementary Tables S3, S4.

**FIGURE 4:**
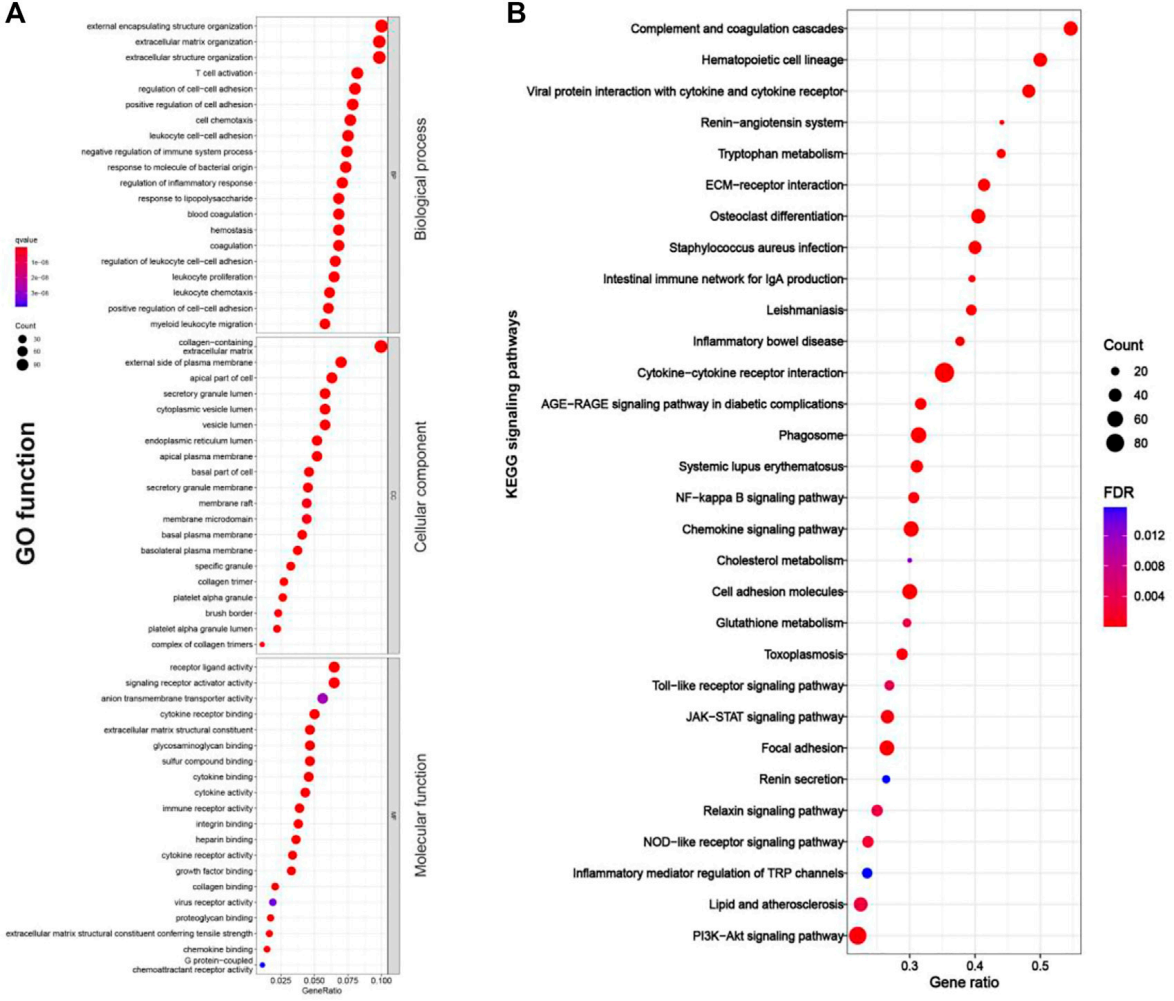
GO function and KEGG pathways enrichment results of RF-related DEGs in the adenine model. **(A)** Bubble charts of GO enrichment analysis, the *Y* axis displayed biological process, cellular component, and molecular function modules, the *X* axis represented gene ratio, count (the size of the nodes) indicated gene number, and qvalue (the intensity of the color) referred to -log10 *p*-value. **(B)** Bubble charts of 30 KEGG significant pathways with *p* < 0.05, the *Y*-axis displayed pathways, the *X*-axis represented gene ratio, count (the size of the nodes) indicated gene number, and FDR value (the intensity of the color) referred to -log10 *p*-value.

**FIGURE 5:**
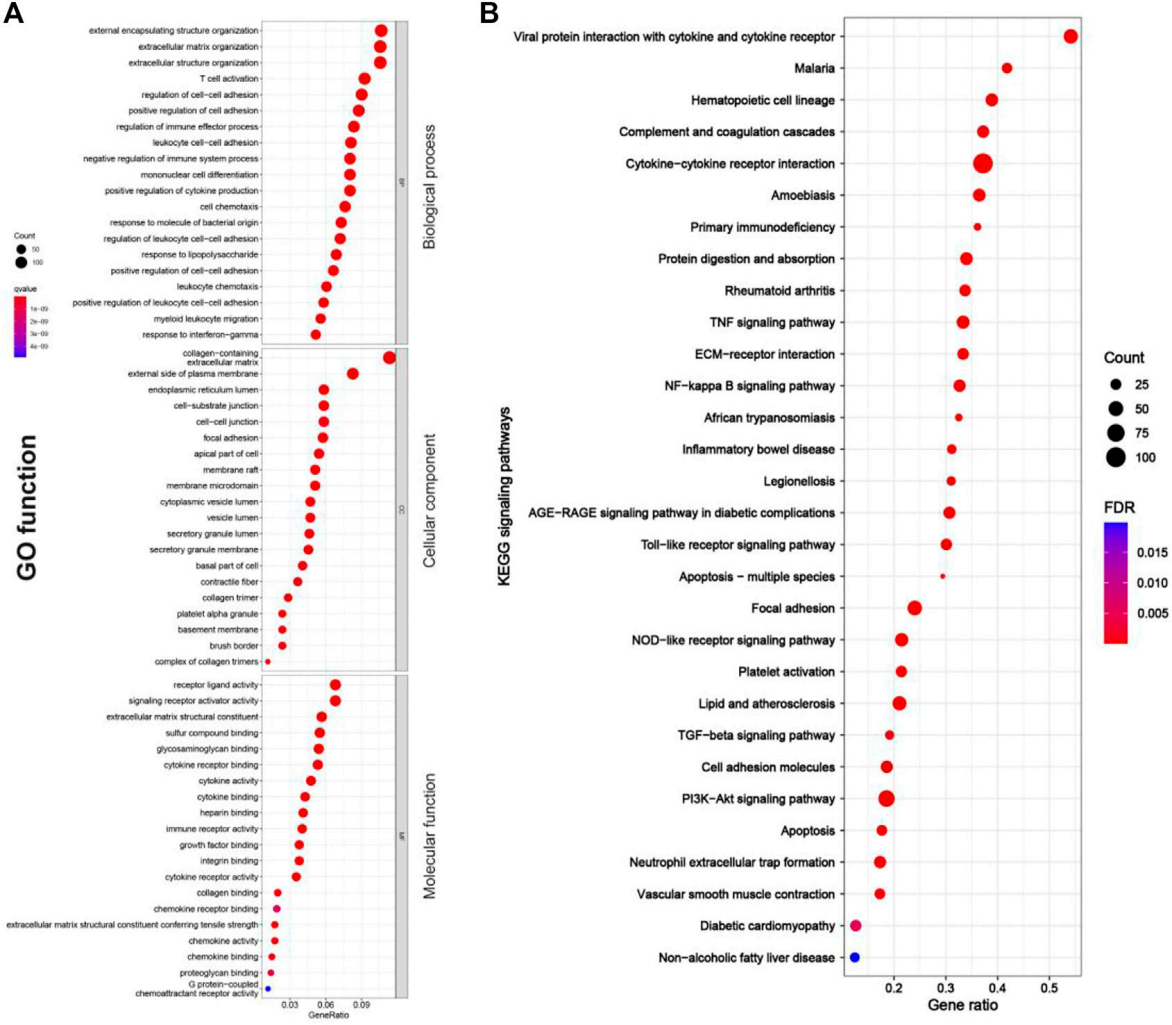
GO function and KEGG pathway enrichment results of RF-related DEGs in adenine model. **(A)** Bubble charts of GO enrichment analysis, the *Y* axis displayed biological process, cellular component, and molecular function modules, the *X* axis represented gene ratio, count (the size of the nodes) indicated gene number, and qvalue (the intensity of the color) referred to -log10 *p*-value. **(B)** Bubble charts of 30 KEGG significant pathways with *p* < 0.05, the *Y*-axis displayed pathways, the *X*-axis represented gene ratio, count (the size of the nodes) indicated gene number, and FDR value (the intensity of the color) referred to -log10 *p*-value.

### Establishment and analysis of PPI networks

As shown in Figures 6A,B, 31 (AGE-RAGE pathway) and 30 (NOD-like receptor pathway) RF-related DEGs with protein interaction was found in the adenine model, respectively. 

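Supplementary Table S5 names these genes. Of the 31 AGE-RAGE genes, 30 were tested, since Il1a did not reach the minimum FPKM. By limma 29 were DEGs, 26 upregulated and 3 downregulated, and Mapk8 was not, with FPKM of 3.07 ± 0.170 (SD, n = 3) in the control group and 3.09 ± 0.660 in the adenine group. This was a log2 fold change of -0.011 (SE 0.20, limma adjusted p = 0.967). Of the 30 NOD-like receptor pathway genes, Nlrp6 had 2 entries in the table and was left out of the count. Among the other 29, 24 were DEGs, all upregulated. Mapk8, Trpm2, Oas1a, Casp1 and Casp4 were not. Apart from Mapk8, these had positive log2 fold changes below 2 and adjusted p under 0.05. Oas1a, named after its values were seen, had a log2 fold change of 1.80 (SE 0.57, limma adjusted p = 0.0314). The same numbers of DEGs were found when p was adjusted over each list alone, although the lists are the paper's own calls on these samples. Rescaling FPKM to the same sum in every sample gave 28 AGE-RAGE and 27 NOD-like receptor DEGs, median-of-ratios scaling 25 and 21, and a pseudocount of 1 gave 23 and 17.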

In Figures 6C,D, 29 (AGE-RAGE pathway) and 37 (NOD-like receptor pathway) RF-related DEGs with protein interaction were found in the UUO model, respectively. 

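For the UUO model, all 29 AGE-RAGE genes of Supplementary Table S5 were tested and 28 were DEGs by limma, 26 upregulated and 2 downregulated. Mapk8 was the exception, with a log2 fold change of 0.41 (SE 0.17, limma adjusted p = 0.0605), and its log2 fold change fell to -0.18 with median-of-ratios scaling. Of 37 NOD-like receptor pathway genes, Nlrp6 again had more than one entry, and 31 of the other 36 were DEGs, all upregulated. The genes that were not DEGs included Mapk8, Nod1, Il18 and Alox15, of which Nod1 and Alox15 are named after their values were seen. Nod1 and Alox15 had log2 fold changes of 1.95 and 1.91. Adjusting p over each list alone left the counts unchanged. With median-of-ratios scaling the number of DEGs was 21 in the AGE-RAGE list and 20 in the NOD-like receptor list, and with quantile normalization 18 and 15. A pseudocount of 1 gave 22 and 23, and FPKM rescaled to the same sum gave 27 and 35.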

According to the cytoHubba plugin’s degree ranking, in the adenine model, the top 10 RF-related DEGs were obtained in the AGE-RAGE pathway (Tgfb1, Col1a1, Il1b, and Agt, etc.) and NOD-like receptor pathway (Il6, Casp1, Nlrp3, and Nlrc4, etc.). 

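The 10 AGE-RAGE genes with the highest degree in Supplementary Table S5, taking ties in its order, were DEGs by limma in the adenine model, 9 upregulated and 1, Agt, downregulated. Il1b is not among these 10. Il1b, which encodes a cytokine released by inflammasomes, had an FPKM of 2.40 ± 1.57 (SD, n = 3) in the control group and 5.94 ± 1.71 in the adenine group. Its log2 fold change of 1.43 (SE 0.47, limma adjusted p = 0.0360) was below the fold-change threshold under each of the 17 settings, and it ranged from 0.98 to 1.91 with each sample left out in turn. FPKM of Agt, which encodes angiotensinogen, was 49.2 ± 17.6 in the control group and 3.86 ± 4.14 in the adenine group, a log2 fold change of -4.09 (SE 0.68, limma adjusted p = 0.00237). Of the 10 NOD-like receptor pathway genes with the highest degree, 9 were upregulated DEGs. With median-of-ratios scaling the DEGs of the AGE-RAGE and NOD-like receptor top 10 numbered 10 and 8, and with quantile normalization 9 and 6. FPKM rescaled to the same sum gave 10 and 10. Il6 was listed at 0, 0.0840 and 0 FPKM in the control samples and at 0.740, 0.687 and 0.557 in the adenine samples, a log2 fold change of 2.63 (SE 0.39, limma adjusted p = 0.00135). With a pseudocount of 1 the log2 fold change of Il6 was 0.69. Casp1, which encodes an inflammasome protease, had an FPKM of 5.27 ± 0.423 in the control group and 21.2 ± 4.77 in the adenine group. Its log2 fold change of 1.97 (SE 0.18, limma adjusted p = 0.000202) lay just under the fold-change threshold, which it passed under 4 of 17 settings. FPKM of Nlrp3, which encodes an inflammasome sensor, was 0.441 ± 0.213 in the control group and 6.08 ± 0.366 in the adenine group, a log2 fold change of 3.58 (SE 0.30, limma adjusted p = 0.000145). For each of these genes all 3 adenine samples lay on the same side of all 3 control samples.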

In the UUO model, the top 10 RF-related DEGs were obtained in the AGE-RAGE pathway (Tgfb1, Col1a1, Il1b, and Agt, etc.) and NOD-like receptor pathway (Casp4, Il18, Nlrp3, and Nlrc4, etc.). 

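In the UUO model, FPKM of Il1b was 1.84 ± 1.61 (SD, n = 3) in the sham group and 10.1 ± 1.06 in the UUO group, a log2 fold change of 2.70 (SE 0.51, limma adjusted p = 0.00302). For Agt, FPKM was 41.5 ± 4.19 in the sham group and 6.06 ± 3.69 in the UUO group, a log2 fold change of -2.91 (SE 0.37, limma adjusted p = 0.000476). FPKM of Nlrp3 was 0.760 ± 0.0418 in the sham group and 6.10 ± 1.43 in the UUO group, a log2 fold change of 2.82 (SE 0.22, limma adjusted p = 7.11e-05). Quantile normalization brought the log2 fold changes of Il1b and Nlrp3 to 1.93 and 1.99, below the fold-change threshold. That of Nlrp3 was also 1.99 with a pseudocount of 1. Of the top 10 genes by degree, all 10 in the AGE-RAGE pathway were DEGs, 9 upregulated and 1 downregulated. In the NOD-like receptor pathway 9 of 10 were DEGs, and the exception was Il18. With median-of-ratios scaling the DEGs of these AGE-RAGE and NOD-like receptor lists numbered 9 and 7, and with quantile normalization 8 and 5. FPKM rescaled to the same sum gave 10 and 10.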

Detailed information was provided in Supplementary Table S5.

**FIGURE 6:**
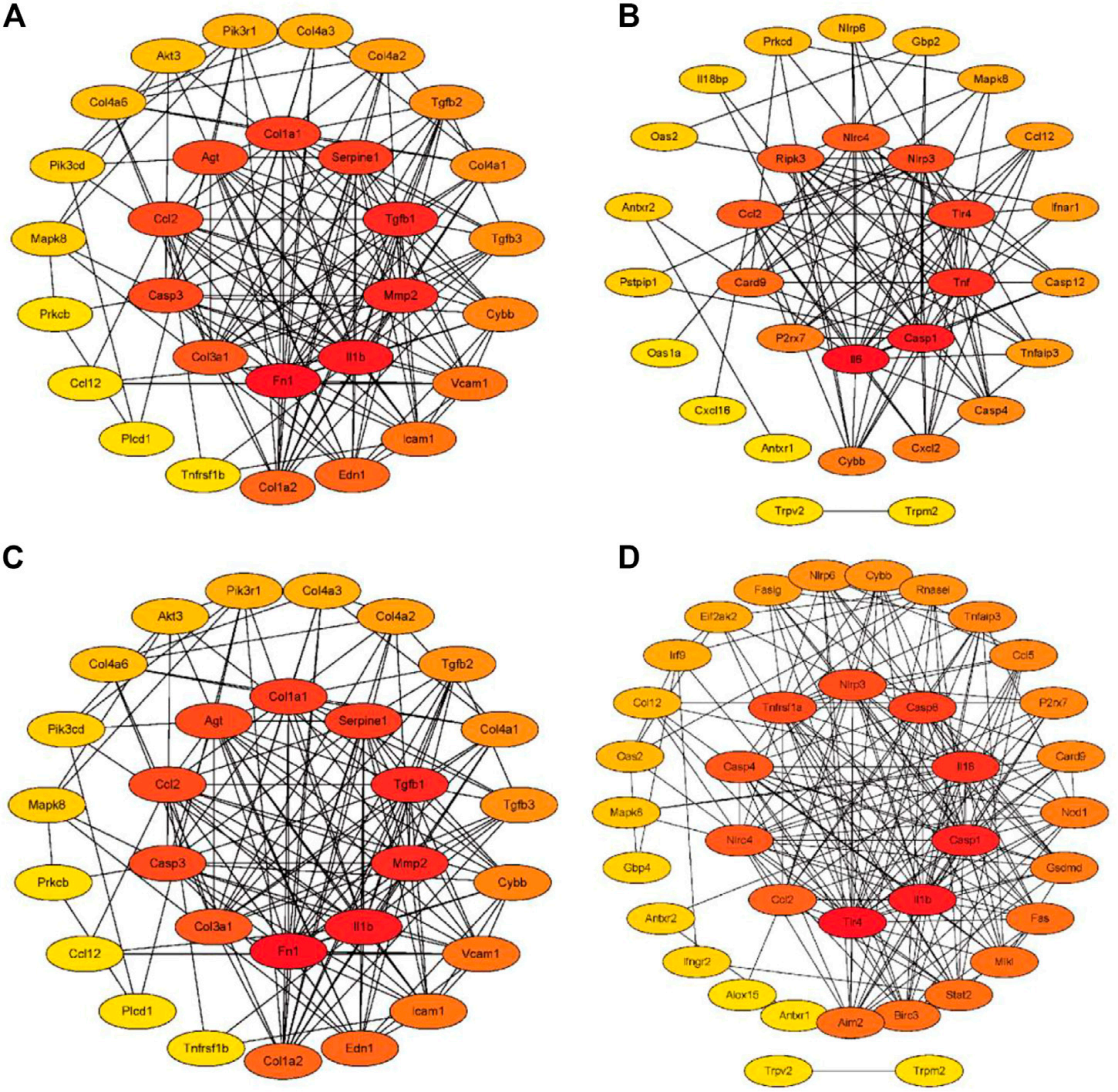
The PPI networks of RF-related DEGs in the adenine and UUO models. The intensity of the color from yellow to red indicated degree values (number of genetic links) from low to high, and top 10 RF-related DEGs were displayed in the center of the network. **(A)** The PPI network of RF-related DEGs from the AGE-RAGE pathway in the adenine model. **(B)** The PPI network of RF-related DEGs from NOD-like receptor pathway in the adenine model. **(C)** The PPI network of RF-related DEGs from the AGE-RAGE pathway in the UUO model. **(D)** The PPI network of RF-related DEGs from the NOD-like receptor pathway in the UUO model.

### Correlation analysis of RF-related DEGs

As shown in Figure 7, in the adenine and UUO models, the highly positive or negative co-expressed relationships occurred among the RF-related DEGs in both AGE-RAGE pathway and NOD-like receptor pathway. 

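In the adenine model, 26 AGE-RAGE genes and 29 NOD-like receptor pathway genes that Fig. 7 shows as positively co-expressed were tested, of which 26 and 25 were upregulated DEGs by limma, and for every one all 3 adenine samples lay above all 3 control samples. Within the UUO model this was so for 28 of 28 AGE-RAGE genes and 35 of 36 NOD-like receptor pathway genes, of which 28 and 32 were upregulated DEGs, the exception being Alox15, named after its values were seen. The genes of Fig. 7 are DEGs that the paper called on these samples, so this separation follows from how they were chosen. With median-of-ratios scaling, the upregulated DEGs among them numbered 22 and 22 in the adenine model and 20 and 21 in the UUO model. Quantile normalization gave 24 and 24 in the adenine model and 16 and 15 in the UUO model. FPKM rescaled to the same sum gave 26 and 28 in the adenine model and 28 and 36 in the UUO model. Of all tested genes, 68% in the adenine model and 75.7% in the UUO model had groups that do not overlap in unscaled FPKM, against 10% by chance. An offset in scale between the groups could add to these shares. Across all tested genes, the mean correlation of each sample with the others of its own group was 0.960 to 0.968 in the adenine model, and with the samples of the other group 0.725 to 0.777. For the UUO model these ranges were 0.955 to 0.962 and 0.763 to 0.790. The 6 samples of each model thus fall into 2 clusters of 3.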

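FPKM of Pim1, which encodes a serine/threonine kinase, was 1.15 ± 0.113 (SD, n = 3) in the control group and 8.00 ± 0.508 in the adenine group, a log2 fold change of 2.69 (SE 0.16, limma adjusted p = 4.66e-05). Mapk10, which encodes a c-Jun N-terminal kinase, fell from 1.06 ± 0.389 FPKM to 0.0823 ± 0.0357, a log2 fold change of -2.64 (SE 0.36, limma adjusted p = 0.000937). With a pseudocount of 1, the log2 fold change of Mapk10 was -0.91. FPKM of Col4a3, which encodes a chain of basement membrane collagen, was 9.88 ± 2.40 in the control group and 2.24 ± 0.155 in the adenine group, a log2 fold change of -2.07 (SE 0.20, limma adjusted p = 0.000259). It was not a DEG with a pseudocount of 1, with FPKM rescaled to the same sum or in 1 of the 6 fits that left out a sample. Casr, which encodes the calcium-sensing receptor, was listed at 3.92, 0.662 and 3.64 FPKM in the control samples and at 0.807, 0.897 and 0.548 in the adenine samples. The groups overlapped (exact permutation test, two-sided p = 0.3), and the log2 fold change of -1.43 (SE 0.65, limma adjusted p = 0.0979) did not pass either threshold. Casr was a DEG under 2 of 17 settings, with log2 fold changes of -2.05 under quantile normalization and -2.21 without the second control sample. Nlrp6, which encodes an inflammasome sensor, had 2 entries in the table. One had FPKM of 13.6, 12.8 and 14.4 in the control samples and 0.393, 1.74 and 0.883 in the adenine samples, with a log2 fold change of -3.83 (SE 0.45, limma adjusted p = 0.000517). The other had a log2 fold change of -3.96 (SE 0.43, limma adjusted p = 0.000383).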

Further screening by the gene number of correlation coefficient >0.7, in the adenine model, top 10 positive co-expressed DEGs (Tgfb1, Il6, Col1a1, and Pim1, etc.) and top 3 negative co-expressed DEGs (Agt, Mapk10, and Col4a3) were found in the AGE-RAGE pathway (Figure 7A), and top 10 positive co-expressed DEGs (Nlrc4, Trpm2, Nlrp3, and Il18, etc.) and top 3 negative co-expressed DEGs (Casr, Mapk10, and Nlrp6) were found in the NOD-like receptor pathway (Figure 7B). Moreover, in the UUO model, top 10 positive co-expressed DEGs (Tgfb1, Cybb, Icam1, and Casp3, etc.) and top 3 negative co-expressed DEGs (Agt, Mapk10, and Col4a3) were found in the AGE-RAGE pathway (Figure 7C), and top 10 positive co-expressed DEGs (Nlrc4, Casp4, Casp1, Trpm2, and Trpv2, etc.) and top 3 negative co-expressed DEGs (Casr, Mapk10, and Nlrp6) were found in the NOD-like receptor pathway (Figure 7D).

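Cybb, which encodes a subunit of the phagocyte NADPH oxidase, had an FPKM of 5.21 ± 0.615 (SD, n = 3) in the sham group and 47.1 ± 1.34 in the UUO group, a log2 fold change of 3.16 (SE 0.11, limma adjusted p = 8.66e-06). FPKM of Icam1, which encodes an adhesion molecule, was 7.87 ± 1.85 in the sham group and 60.4 ± 5.90 in the UUO group, a log2 fold change of 2.95 (SE 0.18, limma adjusted p = 3.10e-05). Casp1 had an FPKM of 3.80 ± 0.528 in the sham group and 24.6 ± 2.37 in the UUO group, a log2 fold change of 2.67 (SE 0.14, limma adjusted p = 1.85e-05). Among the genes that fell, FPKM of Mapk10 was 1.37 ± 0.131 in the sham group and 0.120 ± 0.0351 in the UUO group, a log2 fold change of -2.75 (SE 0.28, limma adjusted p = 0.000200). Col4a3 had an FPKM of 15.7 ± 3.64 in the sham group and 3.49 ± 0.500 in the UUO group, with a log2 fold change of -2.12 (SE 0.20, limma adjusted p = 0.000145), and was not a DEG with a pseudocount of 1, with FPKM rescaled to the same sum or in 1 of the fits that left out a sample. FPKM of Casr was 8.82 ± 1.18 in the sham group and 1.60 ± 0.895 in the UUO group, a log2 fold change of -2.51 (SE 0.35, limma adjusted p = 0.000707). With a pseudocount of 1, the log2 fold changes of Mapk10 and Casr were -1.08 and -1.97. Of the 2 entries of Nlrp6, one was listed at 20.7, 19.7 and 17.7 FPKM in the sham samples and at 0.0001, 1.51 and 0.0001 in the UUO samples, with a log2 fold change of -6.27 (SE 1.04, limma adjusted p = 0.00164). The other was listed at 0.0001, 0.0001 and 19.9 FPKM in the sham samples and at 0.0001 in all UUO samples and was not tested, so the change of Nlrp6 is uncertain.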

**FIGURE 7:**
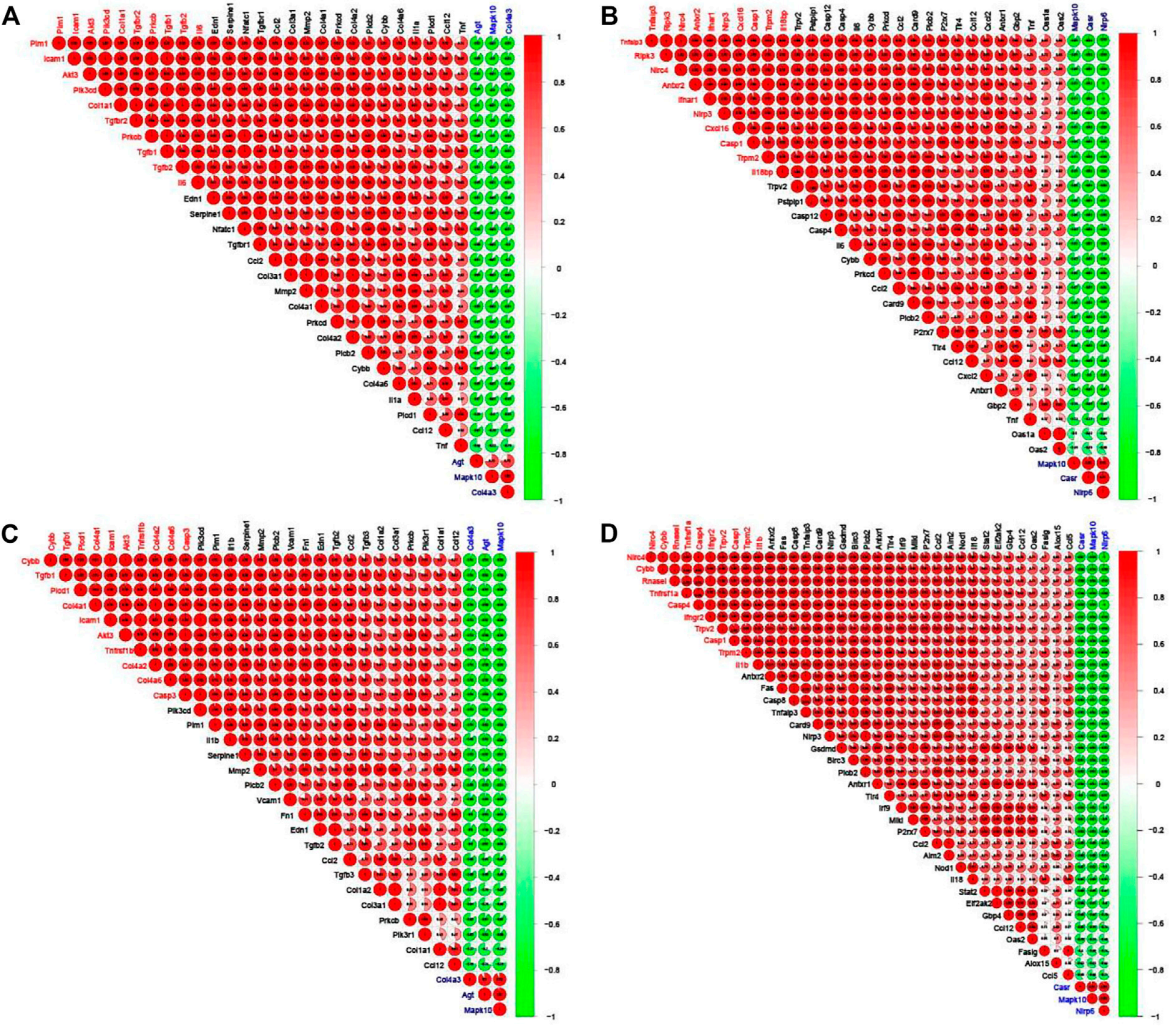
Corrplots of the correlation analysis between the RF-related DEGs. Red and green denoted positive and negative correlation, respectively. Every correlation coefficient was represented, and the darker the color, the higher the correlation coefficient. Top 10 DEGs with the number of positive correlation coefficient >0.7 were labeled red and top 3 DEGs with the number of negative correlation coefficient >0.7 were labeled blue. **(A)** The corrplot of RF-related DEGs from the AGE-RAGE pathway in the adenine model. **(B)** The corrplot of RF-related DEGs from NOD-like receptor pathway in the adenine model. **(C)** The corrplot of RF-related DEGs from the AGE-RAGE pathway in the UUO model. **(D)** The corrplot of RF-related DEGs from NOD-like receptor pathway in the UUO model.

### Verification of the RF-related DEGs in the adenine and UUO models

As shown in Figure 8A, compared with the control group, 11 DEGs (Col1a1, Tgfb1, Casp4, Casp12, Nlrc4, Nlrp3, Il18, Trpm2, Trpv2, Lpl, and Olr1) were significantly up-regulated and seven DEGs (Agt, Col4a3, Mapk10, Casr, Acadm, Me1, and Cyp8b1) were significantly down-regulated in the adenine group (*p* < 0.05 or *p* < 0.01 vs. control level), which was consistent with the result of DEGs expressed trends in RNA-seq (Figure 8B). 

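In the RNA-seq data of the adenine model, all 11 of the upregulated genes had a positive log2 fold change with a limma adjusted p under 0.05, and 8 of them were DEGs. Casp4, Trpm2 and Il18 did not reach the fold-change threshold. Of the downregulated genes, 6 were tested and 5 were DEGs, the exception being Casr. Cyp8b1, which encodes an enzyme of bile acid synthesis, had too little expression to be tested, at 1.5, 2.36 and 0.430 FPKM in the control samples and 0.110, 0 and 0.0872 in the adenine samples. Its groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). FPKM of Casp12 was 0.829 ± 0.255 (SD, n = 3) in the control group and 7.59 ± 1.70 in the adenine group, a log2 fold change of 3.07 (SE 0.28, limma adjusted p = 0.000210). Lpl, which encodes lipoprotein lipase, had an FPKM of 35.2 ± 10.8 in the control group and 269 ± 99.1 in the adenine group, a log2 fold change of 2.89 (SE 0.34, limma adjusted p = 0.000543). FPKM of Olr1, which encodes a receptor of oxidized low-density lipoprotein, was 0.937 ± 0.615 in the control group and 57.7 ± 9.00 in the adenine group, a log2 fold change of 6.06 (SE 0.56, limma adjusted p = 0.000207). Acadm, which encodes an enzyme of fatty acid oxidation, had an FPKM of 324 ± 11.9 in the control group and 62.0 ± 14 in the adenine group, a log2 fold change of -2.4 (SE 0.16, limma adjusted p = 7.12e-05). FPKM of Me1, which encodes malic enzyme, was 84.1 ± 19.8 in the control group and 13.2 ± 1.87 in the adenine group, a log2 fold change of -2.65 (SE 0.19, limma adjusted p = 8.85e-05).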

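In the RNA-seq data of the UUO model, Col1a1, Tgfb1, Casp4, Casp12, Il18, Trpv2 and Fas had positive log2 fold changes with a limma adjusted p under 0.05, and 6 of these 7 genes were DEGs, the exception being Il18. Agt, Col4a3, Mapk10, Casr and Egf were downregulated DEGs, 5 of 5. For each of these genes all 3 UUO samples lay on the same side of all 3 sham samples. FPKM of Casp12 was 0.617 ± 0.0410 (SD, n = 3) in the sham group and 16.3 ± 1.42 in the UUO group, a log2 fold change of 4.51 (SE 0.15, limma adjusted p = 6.46e-06). For Fas, a death receptor gene, FPKM was 0.747 ± 0.143 in the sham group and 6.42 ± 0.838 in the UUO group, a log2 fold change of 2.95 (SE 0.20, limma adjusted p = 4.35e-05).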

In Figure 8C, compared with the sham group, seven DEGs (Colia1, Tgfb1, Casp4, Casp12, Il18, Trpv2, and Fas) were significantly up-regulated and five DEGs (Agt, Col4a3, Mapk10, Casr, and Egf) were significantly down-regulated in the UUO group (*p* < 0.05 or *p* < 0.01 vs. sham level), which was consistent with the result of DEGs expressed trends in RNA-seq (Figure 8D).

**FIGURE 8:**
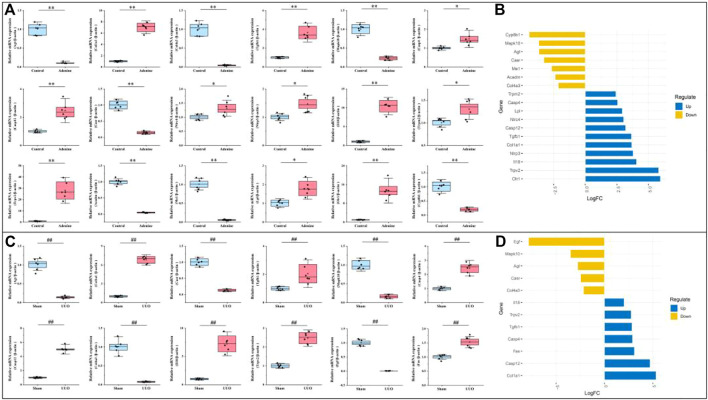
Verification of RF-related DEGs using qRT-PCR. **(A)** The gene expressions of Agt, Col1a1, Col4a3, Tgfb1, Mapk10, Casp4, Casp12, Casr, Nlrc4, Nlrp3, Il18, Trpm2, Trpv2, Acadm, Me1, Lpl, Olr1, and Cyp8b1 in the adenine model. **(B)** Deviation plot of RF-related DEGs in **(A)** was represented to ensure that gene expression trends in qRT-PCR and RNA-seq were consistent. **(C)** The gene expressions of Agt, Colia1, Col4a3, Mapk10, Tgfb1, Casp4, Casp12, Casr, Il18, Trpv2, Egf, Fas in the UUO model. **(D)** Deviation plot of RF-related DEGs in **(C)** was represented to ensure that gene expression trends in qRT-PCR and RNA-seq were consistent. Data showed mean ± SD, ^*^ *p* < 0.05 and ^**^ *p* < 0.01 compared to the control group, ^#^ *p* < 0.05 and ^##^ *p* < 0.01 compared to the sham group.

### Potential drug prediction of RF

As shown in Figure 9A, the drug network from the Drugbank database consisted of 47 nodes (two model nodes, two pathway nodes, eight drug target nodes, and 35 active drug nodes) and 96 edges. In both adenine and UUO models, RF-related DEGs (Tgfb1, Col1a1, Nlrc4, and Trpv2, etc.) in the AGE-RAGE pathway and NOD-like receptor pathway could be modulated by various drug candidates. Among them, Tgfb1 was modulated by six drugs (terazosin, foreskin fibroblast (neonatal), and hyaluronidase, etc.), Col1a1 by five drugs (halofuginone, vonicog alfa, and clove oil, etc.), and Nlrc4 by two drugs (Fostamatinib and Indomethacin). In Figure 9B, the TCM network from the HERB database consisted of 115 nodes (two model nodes, two pathway nodes, 11 drug target nodes, 39 active drug nodes, and 61 reference nodes) and 262 edges. In both adenine and UUO models, RF-related DEGs (Tgfb1, Col1a1, Il18, Casp4, and Trpm2, etc.) in the AGE-RAGE pathway and NOD-like receptor pathway could be modulated by various drug candidates. Among them, Tgfb1 was modulated by thirty drugs (resveratrol, taxol, puerarin, and quercetagetin, etc), Col1a1 by two drugs (dihydrotanshinone I and honokiol), Il18 by four drugs (curcumin, sinomenine, honokiol, and epigallocatechin 3-gallate), Casp4 by cannabidiol, and Trpm2 by carvacrol. Detailed information was shown in Supplementary Table S6.

**FIGURE 9:**
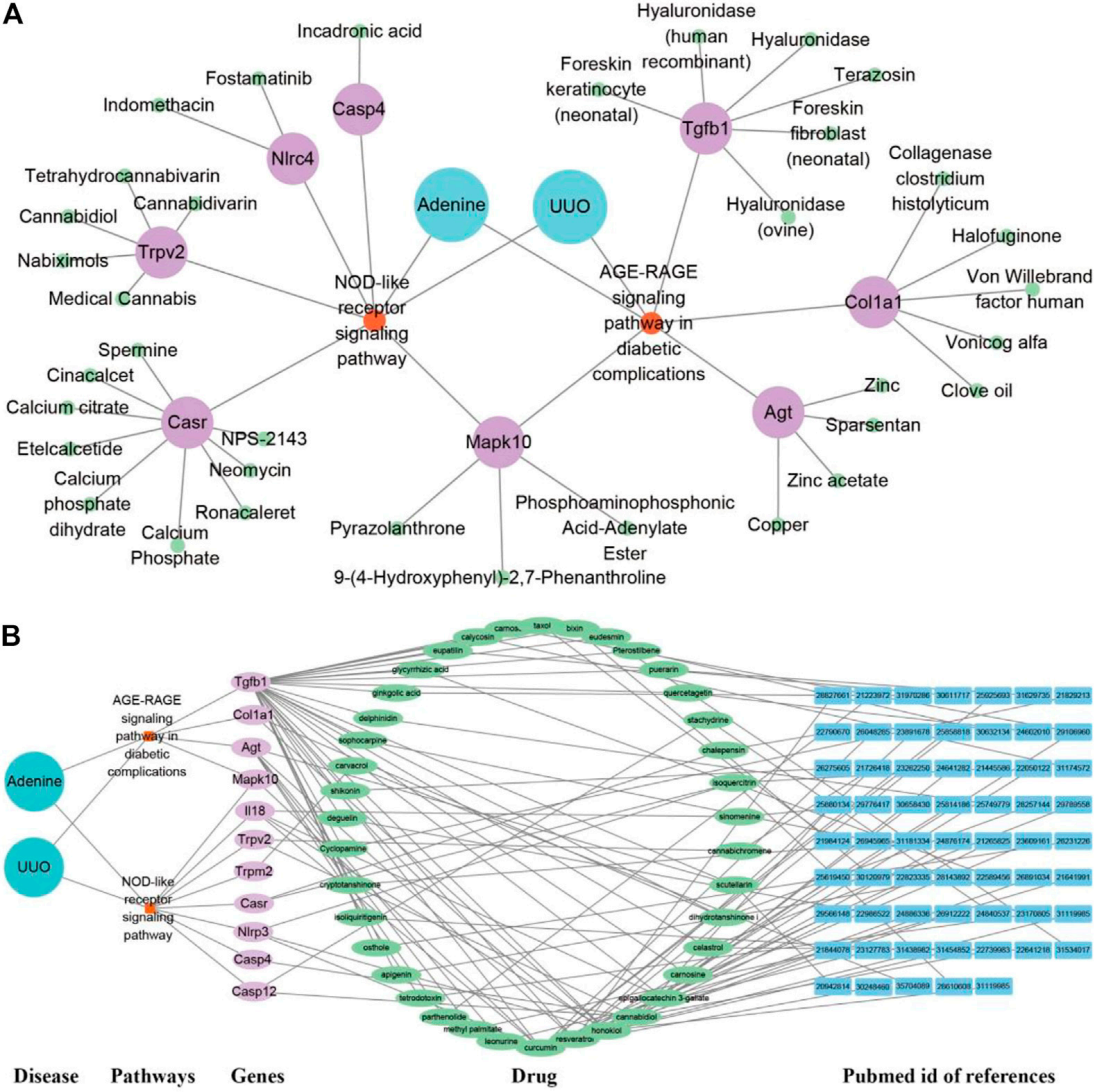
Potential drug prediction of renal fibrosis (RF) using network pharmacology analysis. **(A)** “Disease-pathway-gene-drug” interaction network of adenine and UUO models in the Drugbank database. The diseases were labeled by lake blue, pathways by orange, genes by purple, and drugs by green. **(B)** “Disease-pathway-gene-drug-reference” network of adenine and UUO models in the HERB database. The diseases were labeled by lake blue, pathways by orange, genes by purple, drugs by green, and PubMed id of references by blue.

### Verification of “targets-predicted drugs” interaction by molecular docking

As shown in Figure 10, the affinity energies of all protein-ligand complexes were the stable conformation due to binding free energies < -5 kcal/mol. Furthermore, 2D diagrams cleared that these targets and herbal ingredients in the protein-ligand complexes existed the strong non-bond interactions that regulated ligand binding and protein activity, involving the formation of hydrogen bonding, hydrophobic bond, van der waals, π-π interaction, and π-alkyl interaction etc.

**FIGURE 10:**
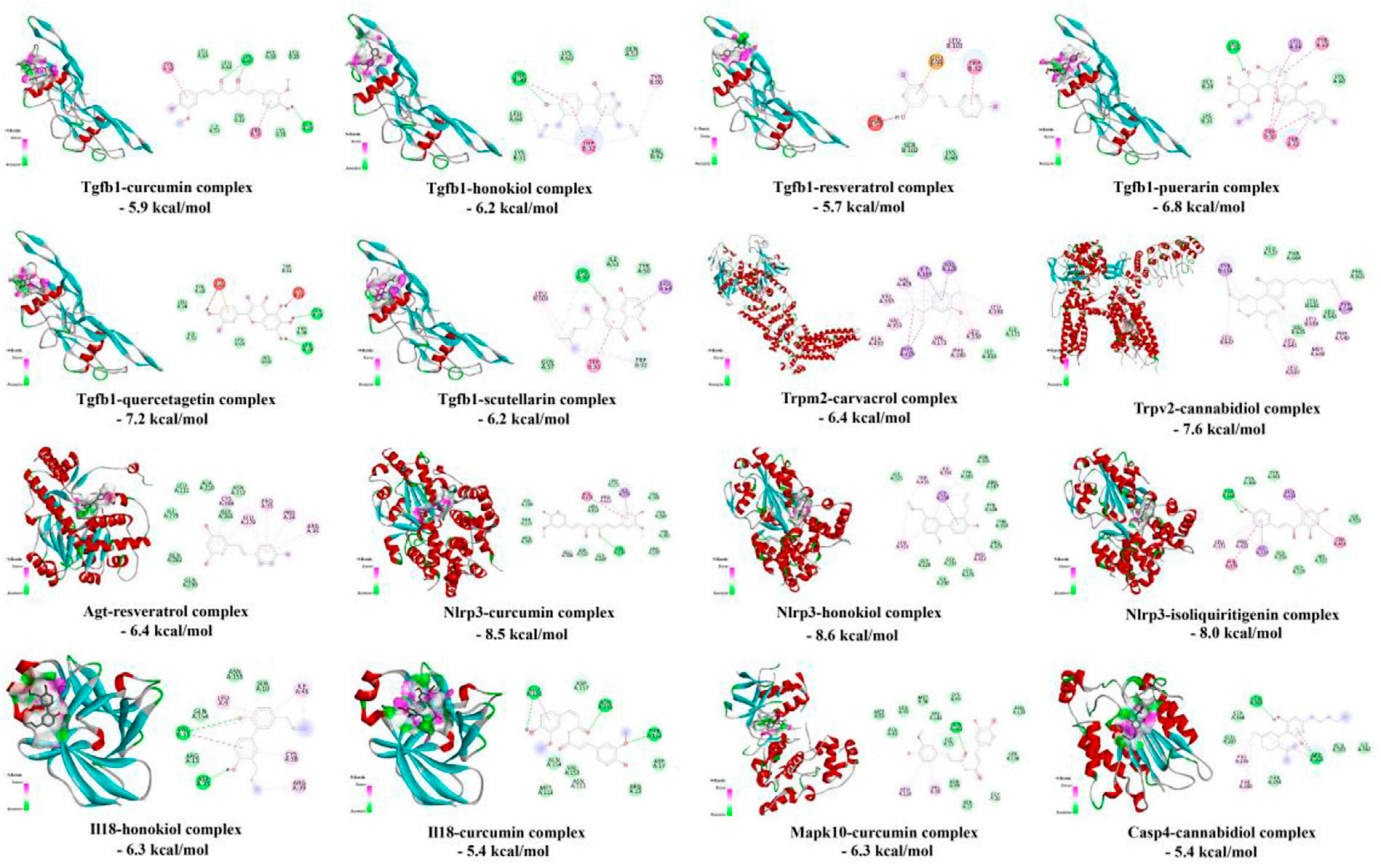
Molecular docking analysis of hub targets and ingredients.

## Discussion

Renal fibrosis (RF) is a disease with the pathological characterization of glomerulosclerosis and tubulointerstitial fibrosis in the clinic and common outcome of various chronic kidney diseases caused by diabetes mellitus, obesity, HIV infection, hypertension, etc. (Liu, 2011; Humphreys, 2018). It is widely considered that the inhibition of RF plays a critical role in improving the prognosis of all chronic kidney diseases and delays the process of end-stage renal disease, which causes the explosion of molecular mechanisms and treatment strategies of RF (Liu, 2011). Therefore, the investigation of molecular mechanisms in RF is crucially important to understand the pathological mechanisms of RF and offers more options (new investigative targets and pathways) in drug research of RF. The *in vivo* results indicated that both adenine- and UUO-induced rat models were successfully built, as demonstrated by severe renal function changes (significantly decreased UTP, CREA, Ccr, and ALB levels and increased UUN and BUN levels), glomerulosclerosis, lumen dilation, collagen deposition, enhanced expressions of biomarkers (TGF-β1 and α-SMA), and reduction of E-cadherin biomarker (Figure 2). RNA-seq results presented that 1189 and 1253 RF-related DEGs were identified in the adenine and UUO models, respectively (Figure 3C). GO analysis (Figures 4, 5) showed that RF-related DEGs were mainly enriched in various functions (collagen binding, collagen−containing extracellular matrix, and cell adhesion, etc.) that were associated with ECM production in RF. And KEGG analysis (Figures 4, 5) indicated that adenine and UUO models existed with 95 and 109 pathways, respectively, in which AGE-RAGE and NOD-like receptor pathway existed potential research value in RF due to their correlation with renal cells injuries (fibrosis, inflammation and apoptosis) in CKD (Yang et al., 2019) but unclear roles in RF-related reports until now. After screening by PPI and gene co-expressed relation (Figures 6, 7), top RF-related DEGs (Tgfb1, Col1a1, Mapk10, Nlrc4, Nlrp3, Casp4, Trpm2, Trpv2, and Il18, etc.) in these two pathways were initially identified as key targets due to the further verification by qRT-PCR (Figure 8).

As the important members of AGE-RAGE pathway, Tgfb1 was known as the predominant profibrotic factor that drived glomerular and tubulointerstitial fibrosis in different types of kidney diseases (López-Hernández and López-Novoa, 2012), and Col1a1 was a crucial fibrotic gene in ECM formation and fibroplasia of RF (Hosper et al., 2013). Previous works presented that overexpressed Tgfb1 could induce upregulation of collagen genes (Col1a1, Col3a1, and Col4a1, etc.) to stimulate ECM accumulation (collagens, fibronectin, and endothelin, etc.) in various renal cells (fibroblasts, tubular cells, glomerular mesangial cells and epithelial cells, etc.) (Livingston et al., 2022), which was mainly associated with the activation of TGF-β/Smad and AGE-PAGE pathways (De Vriese et al., 2003; Ma and Meng, 2019). In this study, RNA-seq (Supplementary Table S2) and qRT-PCR (Figure 8) results also demonstrated that mRNA levels of Tgfb1 and Col1a1 were significantly increased in both adenine and UUO models of RF, and immunohistochemical analysis (Figure 2D) showed that protein expression of TGF-β1 was significantly increased. 

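Mean FPKM of Tgfb1, which encodes a profibrotic growth factor, was 8.28 ± 0.585 (SD, n = 3) in the control group and 104 ± 15.5 in the adenine group, a log2 fold change of 3.63 (SE 0.13, limma adjusted p = 2.28e-05). It was 10.5 ± 1.44 in the sham group and 75.8 ± 9.21 in the UUO group, a log2 fold change of 2.84 (SE 0.14, limma adjusted p = 1.64e-05). With each sample left out in turn, the log2 fold change of Tgfb1 stayed between 3.52 and 3.73 in the adenine model and between 2.73 and 2.94 in the UUO model. Col1a1, which encodes a chain of fibrillar collagen, had an FPKM of 9.28 ± 2.62 in the control group and 119 ± 7.42 in the adenine group, a log2 fold change of 3.70 (SE 0.20, limma adjusted p = 3.68e-05). In the other model its FPKM was 7.41 ± 4.45 in the sham group and 300.2 ± 200.4 in the UUO group, a log2 fold change of 5.27 (SE 0.62, limma adjusted p = 0.000346). The UUO samples ranged widely, at 517, 262 and 122 FPKM of Col1a1, and with each sample left out the log2 fold change lay between 4.76 and 5.80. Both genes were DEGs in both models under each of the 17 settings. The log2 fold change of Tgfb1 was 0.79 higher in the adenine model (SE 0.19, adjusted p = 0.0101 for the difference), below the threshold of 2 for a difference. That of Col1a1 did not differ between the models past the test, with a difference of -1.57 (SE 0.65, adjusted p = 0.0871).

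**Figure D2:**
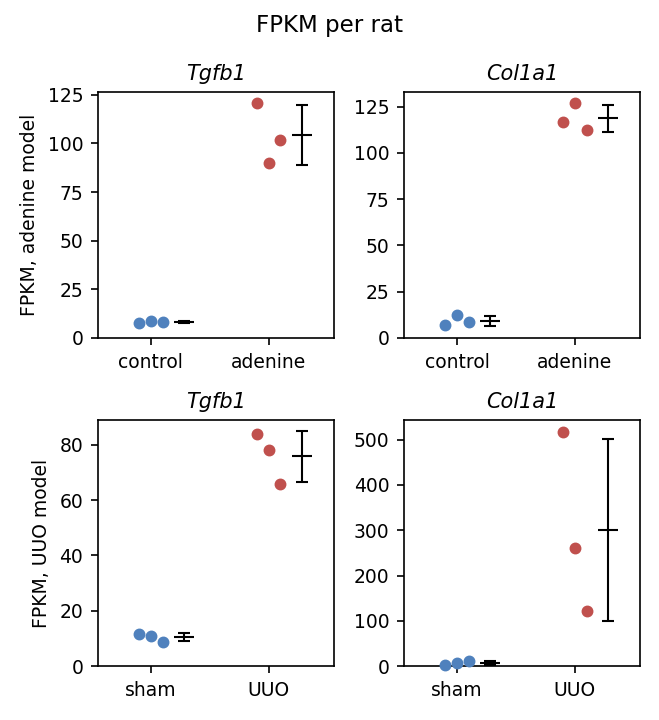
FPKM of Tgfb1 and Col1a1 for rats of the adenine model (control and adenine) and of the UUO model (sham and UUO). Points are single rats, bars are means and error bars are SD (n = 3), and all rats of each model group lie above all rats of its control or sham group.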

According to these results and previous studies (De Vriese et al., 2003; Meng et al., 2016; Ma and Meng, 2019), it was hypothesized that overexpressed Tgfb1 could bind to the plasma membrane receptor (like Tgfbr1), trigger Smad2/3 phosphorylation, promote formation of a transcription complex (Smad2/3-Smad4) that translocated to the nucleus, and further upregulated downstream gene expressions (like Col1a1), which activated TGF-β/Smad and AGE-RAGE pathways of RF and promoted collagen accumulation (Figure 2C), myofibroblast generation with overexpressed α-SMA (Figure 2D) and epithelial-mesenchymal transition (EMT) with underexpressed E-cadherin (Figure 2D). Tgfb1 and Col1a1 were closely related to the occurrence and progression of RF, as a result, had become the hub targets of AGE-RAGE pathway.

Moreover, in the NOD-like receptor pathway, RF-related DEGs (Nlrc4, Nlrp3, Casp4, Trpm2, Il18, and Il1b, etc.) were significantly upregulated (Supplementary Table S2), all of which were reported to be associated with pyroptosis (Zhang and Wang, 2019; Wen et al., 2022). 

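FPKM of Nlrc4, which encodes an inflammasome sensor, was 0.436 ± 0.0825 (SD, n = 3) in the control group and 3.58 ± 0.525 in the adenine group, a log2 fold change of 2.78 (SE 0.23, limma adjusted p = 0.000134). It was 0.609 ± 0.0329 in the sham group against 3.82 ± 0.174 in the UUO group, a log2 fold change of 2.46 (SE 0.18, limma adjusted p = 5.17e-05). Mean FPKM of Casp4, which encodes an inflammatory protease, was 4.19 ± 0.638 in the control group and 14.4 ± 2.28 in the adenine group, a log2 fold change of 1.76 (SE 0.17, limma adjusted p = 0.000267). It was 3.02 ± 1.32 in the sham group against 22.6 ± 1.62 in the UUO group, a log2 fold change of 2.94 (SE 0.28, limma adjusted p = 0.000135). For Trpm2, which encodes a cation channel, FPKM was 1.64 ± 0.620 in the control group and 5.28 ± 0.553 in the adenine group, a log2 fold change of 1.68 (SE 0.28, limma adjusted p = 0.00217). It was 1.13 ± 0.352 in the sham group against 5.44 ± 0.582 in the UUO group, a log2 fold change of 2.20 (SE 0.24, limma adjusted p = 0.000250). FPKM of Il18, which encodes a cytokine released by inflammasomes, was 4.72 ± 1.87 in the control group and 11.8 ± 2.78 in the adenine group, a log2 fold change of 1.36 (SE 0.33, limma adjusted p = 0.0110). It was 3.04 ± 0.413 in the sham group against 12.4 ± 3.65 in the UUO group, a log2 fold change of 1.97 (SE 0.23, limma adjusted p = 0.000319). All 3 samples of each model group lay above all 3 of its control or sham group for each of the 4 genes. In the adenine model, Casp4 was a DEG under 1 of 17 settings, with FPKM rescaled to the same sum. Trpm2 and Il18 were not DEGs under any. Nlrc4 was a DEG under 16 of 17, the exception being a pseudocount of 1, with a log2 fold change of 1.67. Within the UUO model, Il18 was a DEG under 4 of 17 settings and Nlrc4 and Trpm2 under 14. The exceptions for both Nlrc4 and Trpm2 were a pseudocount of 1, median-of-ratios scaling and quantile normalization. Under median-of-ratios scaling their log2 fold changes were 1.91 and 1.63. The difference between the models did not pass the test for any of the 4 genes, and was largest for Casp4 at -1.19 (SE 0.33, adjusted p = 0.0176).

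**Figure D3:**
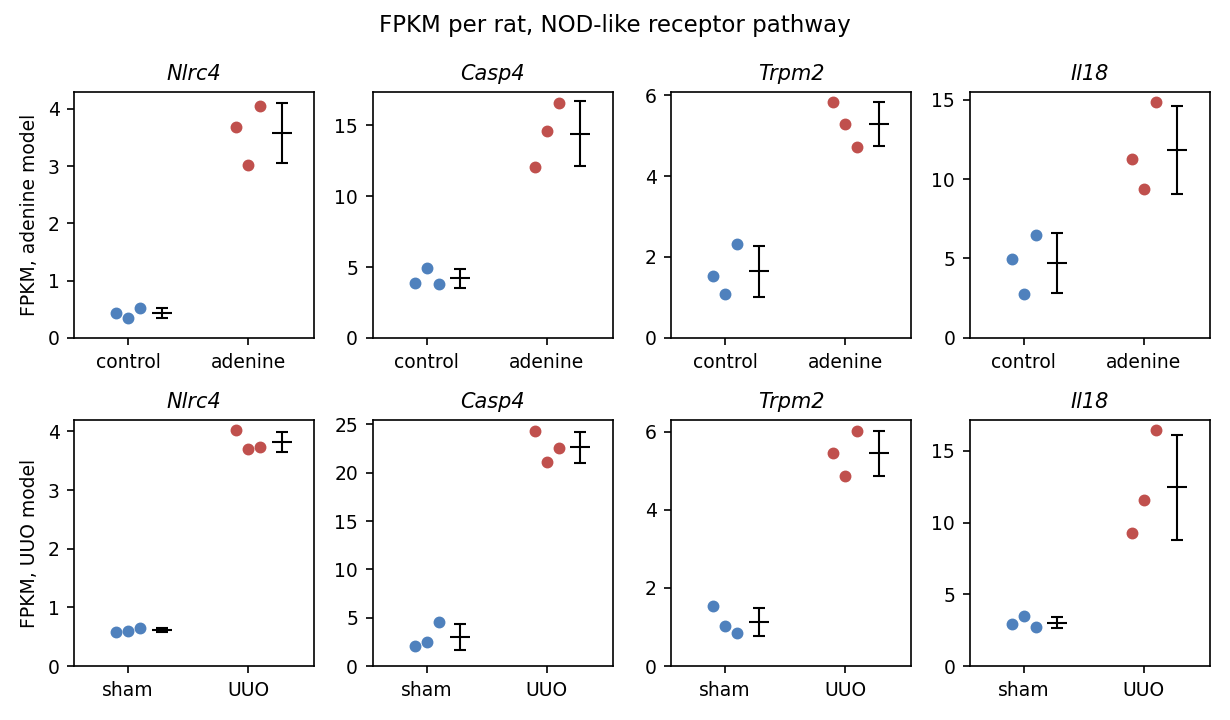
FPKM of Nlrc4, Casp4, Trpm2 and Il18 for rats of the adenine model (control and adenine) and of the UUO model (sham and UUO). Points are single rats, bars are means and error bars are SD (n = 3), and all rats of each model group lie above all rats of its control or sham group.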

Among them, Nlrc4 served as a sensor for Casp1 activation, promotes Casp1-mediated pyroptosis of HK-2 cells, and aggravated RF in diabetic animals by accelerating inflammatory cell infiltration and pyroptosis-associated protein (gsdmd and caspase-1) expression (Wen et al., 2022). Casp4 was related to activation of inflammatory response, tubular injury and interstitial fibrosis under pathological conditions of RF, and its inhibition significantly blunted TGF-β1, fibronectin, and collagen I expressions in the obstructed kidney of UUO mice (Miao et al., 2019). Il18 played an important role in the progression of RF *via* modulating inflammation cells infiltration, myofibroblasts formation, and the expression of inflammatory cytokines and chemokines, etc. (Liang et al., 2018). Trpm2 ablation significantly attenuated RF in UUO mice *via* inhibiting TGF-β1-induced fibrosis and inflammation, accompanied by the reduction of fibrotic genes such as α-SMA and Col1α1 (Wang et al., 2019). In this study, qRT-PCR (Figure 8) further confirmed that mRNA levels of RF-related DEGs (Nlrc4, Casp4, Il18 and Trpm2, etc.) were markedly increased in the NOD-like receptor pathway, and thus pathologic process of RF might be driven by a pyroptosis-related mechanism. Furthermore, Nlrc4, Casp4, Il18 and Trpm2 were expected to become hub targets of NOD-like receptor pathway.

Obviously, AGE-RAGE and NOD-like receptor pathways played a crucial role in the pathological process and treatment of RF, involving in triggering inflammation, ECM formation (collagen, elastin, and fibronectin), myofibroblasts transdifferentiation, and pyroptosis, etc. Moreover, in the adenine and UUO models, a highly positive gene co-expressed relation (correlation coefficient >0.8) occurred between Tgfb1 and Col1a1 in the AGE-RAGE pathway (Figures 7A,C), among Nlrc4, Casp4, Il18 and Trpm2 in the NOD-like receptor pathway (Figures 7B,D), which was confirmed by qRT-PCR (Figure 8). 

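On the scale of log2(FPKM + 0.1), the lowest adenine sample lay above the highest control sample by 3.33 for Tgfb1, 3.19 for Col1a1, 2.33 for Nlrc4, 1.27 for Casp4, 1.00 for Trpm2 and 0.53 for Il18. For Trpm2 and Il18 this gap was smaller than the range within the control group, which was 1.02 and 1.20. For the UUO model the gap between the groups was 2.49 for Tgfb1, 3.31 for Col1a1, 2.35 for Nlrc4, 2.20 for Casp4, 1.61 for Trpm2 and 1.38 for Il18, each larger than the range within either group. From the increased expression of Tgfb1, Col1a1, Nlrc4, Casp4, Il18 and Trpm2 in the adenine and UUO models, their protein interactions and co-expression, qRT-PCR and earlier studies, the paper concludes that these genes and the AGE-RAGE and NOD-like receptor pathways are hub targets of RF.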

Collectively, these six RF-related DEGs and two pathways were finally identified as hub therapeutic targets in basic drug research of RF.

Furthermore, this study offered various potential drug candidates for the treatment of RF (Figures 9, 10). In Figure 9, as an important target, Tgfb1 could be treated by various drug candidates, including curcumin, resveratrol, honokiol, cannabidiol, etc. Among them, curcumin could significantly decrease expression levels of Tgfb1, weaken phosphorylation of Smad2 and Smad3, PI3K, AKT, and NF-κB to inhibit TLR4/NF-κB, PI3K/AKT and TGF-β/Smads pathway, which attenuated EMT, the inflammatory response and tubulointerstitial fibrosis of UUO rats (Li et al., 2011; Wang et al., 2020). Resveratrol excellently curbed the process of RF by decreasing Tgfb1 and antagonizing the hedgehog pathway to inhibit EMT process and ECM deposition in UUO rats (Bai et al., 2014). Honokiol ameliorated RF by suppressing the secretion of pro-fibrotic factors (Col1a1, Tgfb1, and fibronectin) (Chiang et al., 2011). Meanwhile, curcumin, resveratrol, or honokiol might stably bind to the active pockets of Tgfb1, Casp4, Agt, Col1a1, and Il18 and regulated their activity by the strong non-bond interactions (Figure 10). Herein, the top three drug candidates (curcumin, resveratrol, and honokiol) has been extensively studied in RF and seemed to helpfully ameliorate RF by synergistically regulating gene expression levels or protein activation of Tgfb1, Agt, Col1a1, and Il18, and then effectively inhibiting activation of AGE-RAGE and NOD-like receptor pathways.

Certainly, the roles of hub targets (Tgfb1, Col1a1, Nlrc4, Casp4, Il18 and Trpm2) and pathways (AGE-RAGE and NOD-like receptor) were not fully elucidated, and their identification was just the beginning of exploring the internal complex mechanisms of RF. Moreover, the other RF-related DEGs (Trpv2, Olr1, Mapk10, and Agt, etc.) also had potential research values in exploring molecular mechanisms of RF. For example, Trpv2 was top 100 DEGs in heatmap (Figure 3B) and its mRNA levels were increased by 1-fold in the adenine model and 23-fold in the UUO model (Figure 8). However, the roles of these DEGs in molecular mechanisms of RF are not reported and thus not temporarily classified as hub targets in this study. 

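In the RNA-seq data, mean FPKM of Trpv2 in the adenine group was 55.9 times that in the control group. Its FPKM was 1.02 ± 0.316 (SD, n = 3) in the sham group and 6.93 ± 1.03 in the UUO group, 6.82 times as high, with a log2 fold change of 2.68 (SE 0.24, limma adjusted p = 0.000115). The log2 fold change of Trpv2 was higher in the adenine model by 2.93 (SE 0.34, adjusted p = 0.000130 for the difference). The value in the UUO model was 1.98 with a pseudocount of 1 and 1.86 with quantile normalization, below the fold-change threshold.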

In our future work, it is hope that more hub targets and pathways will be explored and screened by various research techniques, including the establishment of more animal models, expansion of the sample size and scope of sequencing (miRNA, lncRNA, circRNA), and bioinformatics methods like weighted gene co-expression network analysis, etc.

## Conclusion

This study provided six hub therapeutic targets, two key pathways, and various predicted drugs for the basic research and clinical treatment of RF. The *in vivo* data indicated that glomerulosclerosis, severe collagen deposition, enhanced expressions of biomarkers (TGF-β1 and α-SMA), reduction of E-cadherin biomarkers, and significant renal function changes (significantly decreased UTP, CREA, Ccr, and ALB levels and increased UUN and BUN levels) occurred in both adenine- and UUO-induced models. RNA-seq data exhibited that 1189 and 1253 RF-related DEGs were identified in the adenine and UUO models, respectively. Bioinformatics analysis illustrated that two key pathways (AGE-RAGE and NOD-like receptor) might exert a pivotal role in pathological process and treatment of RF by affecting inflammation, collagen synthesis, EMT process and pyroptosis of various renal cells. In these pathways, RF-related DEGs existed the strong protein interactions and gene co-expression relationships, and six RF-related DEGs (Tgfb1, Col1a1, Nlrc4, Casp4, Trpm2, and Il18) were considered as hub therapeutic targets. Furthermore, a quantity of reported herbal ingredients (curcumin, resveratrol, honokiol, etc.) were predicted to co-regulate many RF-related DEGs like Tgfb1 and inhibit AGE-RAGE and NOD-like receptor pathways to improve RF and delay the progression of CKD to ESRD. Further studies are required to investigate and verify the molecular mechanisms of RF, especially the AGE-RAGE and NOD-like receptor pathways. Taken together, we analyzed the pathological and molecular mechanisms in two RF models (adenine and UUO), which provided a direction and shed light on basic and drug research of RF.

## Data Availability

The data presented in the study are deposited in the GEO database (accession number: GSE216376).

How the deposited data were processed for this re-analysis (not part of the article)

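RNA was sequenced from kidneys of 12 male rats in 4 groups of 3. The control and adenine groups were compared after 3 weeks of saline or adenine at 220 mg/kg per day, and the sham and UUO groups 2 weeks after surgery. Samples were assigned to groups by their labels, and the column names of the deposited tables match these groups. The rats of each group are different animals, and all per-sample columns of both tables were used.

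The authors deposited FPKM values per gene (fragments scaled by transcript length and by the number of mapped fragments) in 2 tables, one for the control and adenine groups and one for the sham and UUO groups. By the authors' methods, low-quality and undetermined bases were removed, reads were mapped and merged to reconstruct transcriptomes, and FPKM was calculated. The methods name the DESeq2 package for the fold changes of the authors. It needs read counts, which were not used here. The aligner, genome build and annotation are not named in the paper's text, so no gene coordinates are given. The tables differ in their number of entries and in their lowest value, and they were fitted separately.

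Symbols were repeated in both tables, 611 symbols over 1951 entries in the control and adenine table and 1453 symbols over 7100 entries in the sham and UUO table. Each entry that reached the minimum FPKM was tested and counted in the numbers of DEGs. Gene lists and comparisons between the models used only symbols with a single entry, and the entries of Nlrp6, a named gene with 2 in each table, are given one by one. This rule was made the same for all list counts after some of the counts had been seen. Between 11.8% and 15.6% of entries were at 0 in samples of the first table, and between 41.7% and 45.4% at 0.0001 in samples of the second.

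The number of reads per sample is unknown, so no counting error or detection limit was calculated. Ratios of low values between samples were examined for relative depth, and too few genes shared a ratio to give it. The precision of each value is given by the spread between 3 rats.

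Values were analysed as log2(FPKM + 0.1) for genes with FPKM of at least 0.5 in at least 3 of 6 samples. Model fits used limma 3.58.1 (lmFit, then eBayes with a trend) in R 4.3.3, and other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2, the paper's thresholds. The difference between the models was the difference of the log2 fold changes divided by the root of the sum of the squared standard errors, taken as t on the summed degrees of freedom, with the same adjustment and an absolute difference of at least 2. This test takes the errors of both tables as independent. Exact permutation tests of single genes were two-sided over the 10 splits of 6 samples.

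Named genes are those the paper names in its results or discussion, the genes of the stained proteins, Mapk8 and Il18bp, which its tables list in place of a named gene, in each model the 5 DEGs with the largest rise and the 5 with the largest fall among genes whose groups do not overlap, and genes called in opposite directions in the models. Some of the genes that these rules and the gene lists take in are not reported here by name. Lists of AGE-RAGE and NOD-like receptor pathway genes were taken from Supplementary Table S5 and gene symbols of the heatmaps from Fig. 3B. Lists of GO terms came from supplementary tables whose gene cells are shortened in the text used, and a last symbol that was broken off was dropped. The databases behind the RF-related genes, the enrichment and the protein interactions were not used.

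The fits were tested on simulated data with 200 changed genes per model. Of these, 188 (94%) were called in data like the adenine table and 192 (96%) in data like the UUO table, with 3 and 2 unchanged genes called. With nothing changed, 0 genes were called in either. The test of the difference called 375 of 395 simulated differences (94.9%) and 18 unchanged genes. Every changed gene was given a log2 fold change well beyond the threshold of 2, with rises and falls equally likely. No shift was shared by all genes. The simulation therefore does not measure how well genes near the threshold are called, or the effect of scaling between groups.

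The alternatives were pseudocounts of 1 and 0.01, no filter, a minimum FPKM of 1, median-of-ratios scaling, quantile normalization, FPKM rescaled to the same sum in every sample, eBayes without the trend, a block for the replicate number, the log2 ratio of mean FPKM in place of the fitted log2 fold change, no fold-change threshold, and leaving out each sample in turn. No genome or read-level step was repeated. The qRT-PCR, staining, serum and drug prediction results were not analysed here.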

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

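The tests of how the tables were made, of scaling and of macrophage genes in this part were chosen only after the result was seen. The adenine and UUO models were compared gene by gene, and results are given here where the log2 fold changes of the models differed by at least 2 with an adjusted p under 0.05. The models differ in cause, in duration and in the table that holds them, so the table and the model cannot be told apart by design.

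The log2 fold changes of 389 of 13486 genes differed between the models. Under median-of-ratios scaling, 287 of the 389 still differed in the same direction. This scaling raises the differences by nearly the same amount, a median of 0.30, so it could not remove the 144 genes with the higher value in the adenine model. Of the 245 with the higher value in the UUO model, which it moves towards 0, 143 still differed, and for these scaling does not fully explain the difference. FPKM in control and sham kidneys, both without disease, was at least 2 log2 units apart for 37 of the 389, which is 9.51%, against 0.504% of the other genes. For those genes a difference in how the tables were made could produce the result. For the other 352 the control and sham kidneys were closer. The table cannot be excluded as a source of the difference, and a difference between the diseases remains a hypothesis.

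LOC103690068 and AABR07049503 moved in opposite directions, with differences of 9.21 and 5.45. For LOC103690068 the log2 ratio of control to sham kidneys was -3.68, so the gene belongs to the 9.51% whose undiseased kidneys are unlike, and the tables may hold different estimates of it. LOC108348080 was also unlike, with a difference between the models of -6.97, a log2 ratio of control to sham of 6.50 and the lowest value in every sham sample. For AABR07049503 the ratio was -0.27.

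Genes that rose more in the adenine model included Slamf6 by 5.16, Gpnmb by 4.63, Mmp12 by 4.02, Trpv2 by 2.93, Cybb by 2.79, Lpl by 2.55 and A2m by 2.20. Acta2 rose less in the adenine model, with a difference of -2.33, and Slco1a6 fell more, with -2.91. The log2 ratios of control to sham for these genes lay between -0.93 and 0.34. Acta2 and Slco1a6, which median-of-ratios scaling moves towards 0, still passed the test under it. Each of 22 alternatives passed for LOC103690068, LOC108348080, Slamf6, Gpnmb, Mmp12, Trpv2, Cybb and Lpl. For Acta2 and Slco1a6, 21 of 22 did, for A2m 19 of 22, and for AABR07049503 all 21 that gave a value.

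A larger number of macrophages in the adenine model was tested as an explanation for the larger rise of Trpv2, Cybb, Gpnmb and Mmp12. Of 12 macrophage marker genes, 2 rose more in the adenine model past the test, Cd68 by 2.49 and Itgam by 3.58, named after their values were seen. At an adjusted p under 0.05 without the threshold on the difference, 5 were higher in the adenine model and 1 in the UUO model, and the median difference was 0.64. Most of the markers thus did not differ past the test, although 9 of 12 were higher in the adenine model. Their differences ranged from -1.50 to 3.58. Macrophage number may account for part of the larger rise. The markers went both ways, so this test cannot decide whether macrophage number accounts for all of it.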

How the results depend on the processing

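No test in this part was chosen after the result was seen, apart from the alternative named as such. The fits, thresholds, alternatives, named-gene rule, marker genes and lists from Supplementary Table S5 and the figures were set before the data were examined. Lists of gene families found by symbol and of GO terms were chosen after the files were seen. The alternative chosen after seeing the data is the log2 ratio of mean FPKM with a mean of 0 set to 0.0001, and it covers Mmp7 and AABR07001025 in the adenine model, where one group is at 0 and the log2 ratio of mean FPKM has no value. With a minimum FPKM of 1, Il6, Mapk10 and Casr in the adenine model and AABR07049503 in the UUO model were not tested and have no value. For all values given here as changed, the cause was not tested.

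A pseudocount of 1 lowered the DEGs of the adenine model from 2360 to 1320 (840 upregulated, 480 downregulated), those of the UUO model from 2613 to 1465 (1038 upregulated), the shared DEGs to 816 and the genes that differ between the models to 207. Without the fold-change threshold there were 8934 DEGs in the adenine model (5944 upregulated, 2990 downregulated), 10606 in the UUO model (8441 upregulated, 2165 downregulated), 6422 shared DEGs and 249 genes with opposite directions. Without a filter, 630 genes differed between the models. There was 1 gene with opposite directions with a pseudocount of 1, 1 with a minimum FPKM of 1 and 1 with median-of-ratios scaling.

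Median-of-ratios scaling gave 1248 upregulated and 955 downregulated DEGs in the UUO model, where 20 NOD-like receptor pathway genes were DEGs. Quantile normalization gave 1019 and 988, with 18 AGE-RAGE and 15 NOD-like receptor pathway genes. Rescaling FPKM to the same sum in every sample raised the upregulated share to 76.3% in the adenine model and 81.5% in the UUO model, and quantile normalization lowered it to 52.8% and 50.8%. DEGs with the same direction under all 3 scalings numbered 1725 in the adenine model and 1513 in the UUO model.

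With each sample left out in turn, the DEGs numbered from 2264 to 2444 in the adenine model and from 2534 to 2690 in the UUO model, with 1395 to 1481 shared, 1 to 3 with opposite directions and 348 to 442 that differ between the models. Each fit lost between 103 and 172 of the adenine DEGs and between 111 and 165 of the UUO DEGs, and the sign changed for 0 of them. The AGE-RAGE genes called numbered from 26 to 29 and from 26 to 28, and the NOD-like receptor pathway genes from 24 to 26 and from 31 to 33. All 99 heatmap genes of each model were called under each setting, which shows no stability, since they are the paper's own calls.

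A few named genes with small changes changed sign. In the adenine model, Slc16a10 was at 0.0092 with FPKM rescaled to the same sum, Cdh1 at -0.068 with median-of-ratios scaling, and Mapk8 at 0.25 with FPKM rescaled to the same sum, at 0.0094 as the log2 ratio of mean FPKM and from -0.14 to 0.16 with samples left out. Within the UUO model, Lpl was at -0.26 with median-of-ratios scaling, and Mapk8 at -0.18 with that scaling and at -0.36 with quantile normalization. None of these was past the thresholds in either direction. Over all named genes and alternatives, 1607 values kept their direction and their side of the thresholds, 47 fell below a threshold, 11 rose past both and 10 changed direction. The filters, eBayes without the trend and the replicate block leave the log2 fold change of a tested gene unchanged. These can move only its p value, and they and the main fit are among the 17 settings. Counts of settings therefore overstate how far a call was put to the test.

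Samples with the same replicate number in the groups of a model are different rats. After the group means were removed, their mean correlation across genes was -0.0831 in the adenine model and 0.0714 in the UUO model. A block for the replicate number gave 2352 and 2609 DEGs. The unknown read depth limits genes with low FPKM most, since their log2 fold changes depend on the pseudocount.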

Differences from the paper's values

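No test in this part was chosen after the result was seen, apart from the alternative named as such. The rule that treats some log2 fold changes as lower bounds, described below, was also made after the values were seen. It lowers the number of values counted as different. Of 70 values that the paper gives and that are compared here, 17 differed with this rule applied. Most are log2 fold changes that the paper gives in Supplementary Table S2, and each was computed here with a pseudocount of 0.1. Of the alternatives set before the data were examined, those not named for a gene did not close its gap.

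For the adenine model the log2 fold change of Casp4 was 1.76 against the paper's 2.56, and that of Trpm2 was 1.68 against the paper's 2.43. None of the alternatives set before the data were examined closed either gap, and the log2 ratio of mean FPKM was 1.78 for Casp4 and 1.69 for Trpm2.

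For A2m the value was 8.32 against the paper's 12.10 in the adenine model and 6.11 against the paper's 10.68 in the UUO model, and the log2 ratio of mean FPKM closed both gaps, at 12.10 and 10.68. The same alternative alone closed the gap of Krt14 (7.56 against the paper's 9.24, 9.24 by this ratio) in the UUO model.

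Several gaps were closed by the log2 ratio of mean FPKM and by other alternatives. Among single-entry upregulated genes of Supplementary Table S2, 1953 of 1955 and 1977 of 1977 values equalled that ratio within 0.001. The other alternatives named here only came near the listed values. For the adenine model, Il6 was 2.63 against the paper's 4.56, closed by that ratio (4.56) and by a pseudocount of 0.01 (4.98). Slamf6 was 8.57 against the paper's 9.41, closed by the ratio (9.41), a pseudocount of 0.01 (9.36), FPKM rescaled to the same sum (9.15) and leaving out the first control (8.85) or second adenine sample (9.11). Il19 was 7.23 against the paper's 8.36, closed by the ratio (8.36) and rescaling (8.11).

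For the UUO model, Trpv6 was 4.34 against the paper's 4.76, closed by the log2 ratio of mean FPKM (4.76), a pseudocount of 0.01 (4.70) and FPKM rescaled to the same sum (4.70). Casp12 was 4.51 against the paper's 4.72, closed by the ratio (4.72), a pseudocount of 0.01 (4.70), rescaling (4.81) and leaving out the third sham (4.56) or second UUO sample (4.57). Mmp7 was 8.38 against the paper's 9.70, closed by the ratio (9.70), a pseudocount of 0.01 (9.28), rescaling (8.91) and leaving out the third UUO sample (8.94). Slamf6 was 3.41 against the paper's 4.41, closed by the ratio (4.41), a pseudocount of 0.01 (4.35) and rescaling (3.93). Krt15 was 8.08 against the paper's 9.31, closed by the ratio (9.31) and rescaling (8.76).

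Mmp7 is listed at 0 in all control samples, and Il19 and LOC108348080 at the lowest value in all sham samples. Their log2 fold changes against these groups are set by the pseudocount. By a rule made after the values were seen, they are treated as lower bounds and are not counted as different. This takes the lowest value as true absence, which is uncertain for LOC108348080, at 8.97 ± 2.03 FPKM (SD, n = 3) in control kidneys. If its sham values are failed estimates, its log2 fold change of 8.00 in the UUO model is not a lower bound. The log2 ratio of mean FPKM reached the paper's value for Il19 (18.16) and LOC108348080 (17.96) in the UUO model, and for Mmp7 in the adenine model the same ratio with a mean of 0 set to 0.0001, chosen after seeing the values, gave 19.12.

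From Fig. 8, read by eye, the paper's RNA-seq value of Il18 in the adenine model is about 4.0 in Fig. 8B against 1.36 here, and that of Casr about -3.2 in Fig. 8B against -1.43. No alternative closed these gaps. For Il18bp in the adenine model, Supplementary Table S2 gives 4.05 and the value here was 4.01. Whether Fig. 8B shows Il18bp in place of Il18 was not tested. Mapk10 is about -3.6 in Fig. 8B against -2.64, closed by a pseudocount of 0.01 (-3.54), quantile normalization (-3.28) and the log2 ratio of mean FPKM (-3.69). For the UUO model, Mapk10 is about -3.5 in Fig. 8D against -2.75, closed by a pseudocount of 0.01 (-3.44), median-of-ratios scaling (-3.18), quantile normalization (-3.69) and the log2 ratio of mean FPKM (-3.51).

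The paper places Slc16a10 among the leading DEGs of the UUO model. Here its log2 fold change was -1.23 and no setting called it, and it is not among the symbols legible in Fig. 3B, where Slc16a4, Slc16a7, Slc22a2, Slc22a22, Slc22a25 and Egf can be read.

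The paper treats Casp4, Trpm2, Il18, Il1b, Casp1 and Casr as DEGs of the adenine model, which they were not here. Their log2 fold changes were 1.76, 1.68, 1.36, 1.43, 1.97 and -1.43. Casp4 was called with FPKM rescaled to the same sum (2.04). Casp1 was called with FPKM rescaled to the same sum (2.25), as the log2 ratio of mean FPKM (2.01) and without the second control (2.03) or second adenine sample (2.12). Casr was called with quantile normalization (-2.05) and without the second control sample (-2.21). No setting called Trpm2, Il18 or Il1b.

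Il18 was not a DEG of the UUO model here, at 1.97, and was called with FPKM rescaled to the same sum (2.20), as the log2 ratio of mean FPKM (2.03) and without the second sham (2.07) or first UUO sample (2.16).

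Supplementary Table S5 also lists NOD-like receptor pathway genes that were not DEGs here. For the adenine model, Oas1a (1.80) was called with FPKM rescaled to the same sum (2.09), as the log2 ratio of mean FPKM (2.13) and without the third control (2.05), first adenine (2.04) or second adenine sample (2.23). Within the UUO model, Nod1 (1.95) was called with rescaling (2.18), as that ratio (2.01) and without the third sham (2.03) or first UUO sample (2.20). Alox15 (1.91) was called with a pseudocount of 0.01 (2.06), rescaling (2.19), as the ratio (2.17) and without the third sham (2.41) or the third UUO sample (2.37).

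Supplementary Table S5 lists Mapk8 in both models, where the text and Fig. 7 name Mapk10. The log2 fold change of Mapk8 was -0.011 in the adenine model and 0.41 in the UUO model, and no setting called it. For the adenine model the table and Fig. 7B give Il18bp where the text gives Il18, and Il18bp had a log2 fold change of 4.01 in the adenine model. In the table, the AGE-RAGE genes of the adenine model do not include Il1b, which the text ranks among the leading ones. By the paper's qRT-PCR, Trpv2 rose more in the UUO model, and in the RNA-seq data its log2 fold change was 5.61 in the adenine model and 2.68 in the UUO model.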

Other observations

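The tests in this part on Supplementary Table S2, on genes at the lowest value and on tubule genes were chosen only after the result was seen.

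For each model the number of DEGs was compared with other splits of the same 6 samples. Of the 4 splits that part all 3 pairs of samples with the same replicate number, 1 gave as many DEGs in the adenine model, the real one. The other 3 gave 0, with 55, 280 and 241 genes at an unadjusted p under 0.05. The UUO model also had 1 of 4, and the others gave 1, 0 and 0 DEGs, with 60, 42 and 54 genes at an unadjusted p under 0.05. The splits that part 1 pair gave 0 DEGs in the adenine model, with 55 to 130 genes at an unadjusted p under 0.05, and 0 to 2 in the UUO model, with 50 to 103. With 4 splits to compare, the share cannot be under 1 of 4 whatever the data, so this count alone can neither show nor exclude a grouping by accident. A mislabelled sample was also tested. In each model 0 samples had a higher mean correlation with the other group than with their own. Genes of the Y chromosome cannot show a swap between groups, since all rats are male.

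Upregulated genes outnumbered downregulated ones among the DEGs of both models. With median-of-ratios scaling, the upregulated share changed by -10.2 percentage points in the adenine model and by -19.1 in the UUO model, but this scaling brings the median log2 fold change near 0, so a move towards balance follows from the method. FPKM rescaled to the same sum moved the share the other way, to 76.3% and 81.5%. The excess of upregulated DEGs therefore cannot be told apart from an effect of scaling.

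The co-expression of the pathway genes was weighed against the separation of the groups. Pairs were taken among the positively co-expressed genes of Fig. 7 that were upregulated DEGs, and those that were not were left out. These were 26 AGE-RAGE and 25 NOD-like receptor pathway genes in the adenine model and 28 and 32 in the UUO model. With the group means kept, 100% of AGE-RAGE pairs and 100% of NOD-like receptor pairs had r above 0.7 in the adenine model. In the UUO model this was so for 100% and 98.6%. Sets of upregulated DEGs drawn at random from all genes had medians of 99.1%, 99.3%, 99.2% and 99.0%. With the group means removed, the pathway pairs above 0.7 fell to 12.9% and 11.3% in the adenine model and 11.9% and 13.5% in the UUO model, and the random sets had medians of 12.0%, 12.0%, 10.6% and 10.7%. The high correlations are thus consistent with the separation of the groups, and with means removed 371, 637, 269 and 69 of 1000 random sets had as high a percentage as the pathway genes.

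A rise in NOD-like receptor pathway genes could come from more macrophages in the tissue or from a change within cells. Of 12 macrophage marker genes, 11 were upregulated DEGs in the adenine model and 12 in the UUO model, with median log2 fold changes of 4.22 and 3.77. More macrophages may therefore contribute to the rise, and bulk tissue cannot separate this from a change within cells.

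Most marker genes of the proximal tubule and distal nephron were lower in both models. Of 24 marker genes, 21 had a log2 fold change below 0 in the adenine model and 22 in the UUO model, with medians of -2.06 and -3.09, and 11 and 17 were downregulated DEGs. The exceptions include Slc5a12 and Trpv5, upregulated DEGs of the adenine model with log2 fold changes of 4.00 and 2.79, named after their values were seen. Under median-of-ratios or quantile scaling, whichever left fewer, 21 and 23 were below 0, but median-of-ratios scaling lowers the log2 fold changes, so this does not test whether scaling made the genes low. FPKM rescaled to the same sum, which raises them, left 21 below 0 in each model with medians of -1.79 and -2.87. A scaling factor moves all genes of a sample together, and the median log2 fold change of all tested genes was 0.30 and 0.62. These values argue against a scaling factor as the source of the low values of the 24 marker genes. A loss of tubule cells and lower expression within them may both contribute, and they were not told apart.

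The log2 fold changes of Supplementary Table S2 were compared with the log2 ratio of the mean deposited FPKM. The genes compared were all upregulated, 1997 for the adenine model and 1998 for the UUO model, and no downregulated gene was compared. Among those with a single entry, the values were equal within 0.001 for 1953 of 1955 genes in the adenine model. In the UUO model they were equal for 1977 of 1977. The listed values of upregulated genes thus match that ratio, with 2 exceptions. The exceptions were Casp4 and Trpm2 in the adenine model, listed by the paper at 2.56 and 2.43 where the ratio was 1.78 and 1.69. They were the 2 listed genes of that model with a ratio below 2. Of the genes listed for the adenine model, 406 were not tested here and 1437 were upregulated DEGs, and of those for the UUO model 143 were not tested and 1742 were upregulated DEGs. The reason for the exceptions was not tested.

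In the sham and UUO table, 17 genes were at the lowest value in every sham sample and at 1 FPKM or more in every UUO sample. If these were failed estimates, most would have FPKM of at least 1 in every control kidney of the other table. This was so for 4 of them, LOC100911456, LOC100912585, LOC108348080 and Wbp11, named after their values were seen. Wbp11 was at 9.80, 10.5 and 9.46 in control kidneys. Failed estimates may explain these genes but were not shown for most. Of 3 genes at the lowest value in every UUO sample and at 1 FPKM or more in every sham sample, 0 had FPKM of at least 1 in every adenine kidney.

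Transcripts of the stained proteins were also measured. FPKM of Cdh1, which encodes E-cadherin, gave a log2 fold change of 0.22 (SE 0.17, limma adjusted p = 0.278) in the adenine model and 0.74 (SE 0.093, limma adjusted p = 0.000478) in the UUO model, and with median-of-ratios scaling these were -0.068 and 0.13. Acta2, which encodes alpha smooth muscle actin, had a log2 fold change of 0.96 (SE 0.27, limma adjusted p = 0.0198) in the adenine model and 3.29 (SE 0.51, limma adjusted p = 0.00124) in the UUO model.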
